# Omics Analysis of Chemoresistant Triple Negative Breast Cancer Cells Reveals Novel Metabolic Vulnerabilities

**DOI:** 10.3390/cells11172719

**Published:** 2022-08-31

**Authors:** Dimitris Kordias, Christina E. Kostara, Styliani Papadaki, John Verigos, Eleni Bairaktari, Angeliki Magklara

**Keywords:** triple negative breast cancer, drug resistance, transcriptomics, metabolomics, lipidomics, MSMO1, myo-inositol, cholesterol biosynthesis

## Abstract

The emergence of drug resistance in cancer poses the greatest hurdle for successful therapeutic results and is associated with most cancer deaths. In triple negative breast cancer (TNBC), due to the lack of specific therapeutic targets, systemic chemotherapy is at the forefront of treatments, but it only benefits a fraction of patients because of the development of resistance. Cancer cells may possess an innate resistance to chemotherapeutic agents or develop new mechanisms of acquired resistance after long-term drug exposure. Such mechanisms involve an interplay between genetic, epigenetic and metabolic alterations that enable cancer cells to evade therapy. In this work, we generated and characterized a chemoresistant TNBC cell line to be used for the investigation of mechanisms that drive resistance to paclitaxel. Transcriptomic analysis highlighted the important role of metabolic-associated pathways in the resistant cells, prompting us to employ ^1^H-NMR to explore the metabolome and lipidome of these cells. We identified and described herein numerous metabolites and lipids that were significantly altered in the resistant cells. Integrated analysis of our omics data revealed MSMO1, an intermediate enzyme of cholesterol biosynthesis, as a novel mediator of chemoresistance in TNBC. Overall, our data provide a critical insight into the metabolic adaptations that accompany acquired resistance in TNBC and pinpoint potential new targets.

## 1. Introduction

One in eight women will develop breast cancer during her lifetime turning it into the most frequent tumor type in both sexes with >2.2 million new cases diagnosed in 2020 worldwide [1]; this number is expected to climb to >3 million per year by 2040 (https://gco.iarc.fr/tomorrow) (accessed on 1 July 2022). Despite significant advances in diagnosis and treatment, the death toll from breast cancer reached ~0.7 million in 2020 [1] and is predicted to rise to ~1 million per year by 2040 (https://gco.iarc.fr/tomorrow) (accessed on 1 July 2022). Even though novel promising therapeutic modalities have been introduced into clinical practice, conventional chemotherapy, including anthracyclines, alkylating agents and/or taxanes, remains the frontline treatment, especially for patients with triple negative breast cancer (TNBC), who lack therapeutic targets [2]. Most TNBC patients initially show a good response to chemotherapy, but the majority will present with relapse and metastasis 3–5 years after diagnosis as they become drug-resistant, and they will eventually die of the disease [3].

Metabolic reprogramming describes the alterations in the metabolic pathways of tumor cells, compared to their healthy counterparts, and is now considered one of the hallmarks of cancer [4], as it is essential for the support of the neoplastic state. Rapid production of ATP and intermediate biomolecules is necessary for the intense macromolecule biosynthesis occurring in the continuously dividing tumor cells and is ensured via their switching to a more glycolytic phenotype [4]. This metabolic reprogramming is believed to be triggered by mutations in oncogenes that affect the expression and activity of key metabolic enzymes, leading to dysregulation of the associated pathways [4].

Interestingly, further metabolic rewiring occurs in certain cancer cells upon drug exposure, as they adapt to the cytotoxic stress and develop mechanisms to evade it. For example, chemoresistant cancer cells exhibit higher glucose and glutamine uptake and increased catabolic rate of these nutrients, increased fatty acid oxidation and preference for certain amino acids, when compared to their drug-sensitive counterparts (reviewed in [5]). Analysis of the metabolomes of these two tumor populations may lead to the identification of metabolic traits in the resistant cells that could be potentially targeted and can resensitize these cells to drugs.

In the present work, we have developed and characterized a paclitaxel-resistant TNBC cell line to be used as an in vitro model for target identification and verification. Analysis of the transcriptomes of parental and drug-resistant cells revealed that the most significantly upregulated genes in the latter were the ones associated with metabolic pathways and especially with lipid metabolism. We, therefore, proceeded with the metabolomic and lipidomic profiling of the parental and paclitaxel-resistant cells. We identified numerous metabolites and lipids that were significantly altered. Among them, myo-inositol, a component of membrane lipids that is known to suppress tumor growth in vitro and in vivo, showed a marked decrease in the resistant cells. Furthermore, integrated analysis of our *omics* data led to the identification of *MSMO1*, a gene encoding for an intermediate enzyme of cholesterol biosynthesis, as a novel mediator of chemoresistance in TNBC. Thus, our work provides an important insight into the metabolic reprogramming that occurs in acquired resistance of cancer cells to paclitaxel and highlights potential targets for the development of new drugs that may be more effective against breast cancer.

## 2. Materials and Methods

### 2.1. Cell Culture and Generation of Paclitaxel-Resistant Cell Line

The SUM159 human TNBC cell line that belongs to the aggressive mesenchymal-like subtype [6] was a generous gift from Dr. Weinberg (Whitehead Institute, Boston, MA, USA). It was cultured in Ham’s F12 (LM-H1235/500, Biosera), supplemented with 5% fetal bovine serum (Ref 10437-028, Gibco), 1% penicillin/streptomycin (XC-A4122/100, Biosera), 5 μg/mL insulin (I9278, Sigma, St. Louis, MO, USA) and 1 μg/mL hydrocortisone (H0888, Sigma) in a humidified atmosphere of 5% CO_2_ at 37 °C. Cells were routinely passaged every 2 or 3 days and tested for mycoplasma. Paclitaxel-resistant SUM159 cells were generated by exposure to 25 cycles of a 2-day treatment with escalating doses (0.005 μM–1 μM) of paclitaxel (PATAXEL, Vianex S.A., Athens, Greece), followed by a recovery period in a drug-free medium.

### 2.2. Cell Proliferation Assay

Cell proliferation assay was performed using the Incucyte Zoom system (Essen BioScience, Hertfordshire, United Kingdom) and software, as per the manufacturer’s protocol. Briefly, the SUM159 parental and paclitaxel-resistant cells were seeded in triplicate into 96 well plates at low confluency, and the Incucyte Zoom live-cell imaging system was used to obtain phase contrast images of the cells every 6 h for a total of 72 h. Confluency was determined using the associated software and the increase in cell number per well was determined using the confluence readings at the beginning and end of the experiment. To evaluate the effect of paclitaxel, serial dilutions of the drug (0.001–5 μM) were added to the cells for 48 h, cell proliferation was estimated as described above and the GraphPad Prism 8.01 (San Diego, CA, USA) software was used to calculate the IC_50_ values.

### 2.3. MSMO1 Knock-Down

Two small interfering RNAs (siRNAs) (siMSMO1-1: 5′-GAACAGACUCUCAGUAUAAdTdT-3′ and siMSMO1-2: 5′-GCUGUGGAAUAUGUAGAUUdTdT-3′) previously published [7] were used for transient *MSMO1* knock-down and were transfected into cells using Lipofectamine™ RNAiMAX Transfection Reagent (ThermoFisher Scientific, Waltham, MA, USA), according to manufacturer’s instructions. A scrambled siRNA was used as a negative control.

### 2.4. Immunofluorescence Analysis

SUM159 parental and paclitaxel-resistant breast cancer cells were seeded on coverslips and the next morning they were treated with 0.5 μM of paclitaxel for 48 h. Subsequently, the cells were washed with PBS, fixed with 4% PFA and incubated with a primary antibody against tubulin (1:500) (Developmental Studies Hybridoma Bank (DSHB)-E7) for 1 h at room temperature (RT), followed by a secondary antibody (Goat anti-Mouse IgG Alexa Fluor 488, 1:400, cat. No. A-1100, ThermoFisher Scientific, Waltham, MA, USA) for 45 min at RT. TOPRO-3 (cat. No. T3605, Invitrogen, ThermoFisher Scientific, Waltham, MA, USA) and was used for DNA staining. A Leica SP5 confocal microscope was used to image the specimens. All images were obtained using the same parameters (PMTs and offset) and were processed in the same manner.

### 2.5. Quantification of Intracellular Doxorubicin by Fluorescence-Activated Cell Sorting (FACS)

SUM159 parental and paclitaxel-resistant cells were seeded in 12 well plates and the next day they were treated with different concentrations of doxorubicin (Adriblastina, Hydrochloride 10 mg/5 mL VIAL, Pfizer) for 6 h. Subsequently, cells were collected, centrifuged (1500 RPM, 5 min, RT), resuspended in 100 μL PBS and analyzed using flow cytometry on a BD FACS Aria II instrument (BD Biosciences, San Jose, CA, USA). Cells were monitored based on the intrinsic fluorescence emitted by doxorubicin using the phycoerythrin filter.

### 2.6. RNA Extraction, cDNA Synthesis and q-RT-PCR

For total RNA extraction the RNeasy Kit (Qiagen, Germantown, MD, USA) was used. Total RNA concentration and purity was measured using the NanoDropTM 2000 (ThermoFisher Scientific, Waltham, MA, USA). For cDNA preparation and q-RT-PCR experiments the PrimeScript 1st strand cDNA Synthesis Kit (TAKARA, Kusatsu, Shiga, Japan) and the KAPA SYBR^®^ FAST qPCR Kit Master Mix (2x) (cat. No. KK4602, KAPA BIOSYSTEMS) were used, respectively.

### 2.7. RNA-Sequencing (RNA-seq) and Bioinformatic Analysis

RNA-seq libraries were prepared using the TruSeq RNA v2 kit (Illumina, San Diego, CA, USA) from 1 μg of total RNA. The libraries were checked with the Agilent bioanalyzer (DNA1000 chip) (Agilent, Santa Clara, CA, USA), quantitated with the qubit HS spectrophotometric method and pooled in equimolar amounts for sequencing. Approximately 25 million, 75-bp long, single-end reads were generated for each sample on an Illumina NextSeq500 sequencer. 

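The read counts of the 2 libraries of each cell line were compared. Across the 27967 listed genes, Pearson's r of the counts was 0.998 between the parental libraries and 0.994 between the PTX-res libraries. These correlations are across genes, which are not independent replicates. After normalization, the SD of the log2 ratio between the libraries over the genes tested for differential expression was 0.270 in parental cells and 0.290 in PTX-res cells. Pearson's r of log2 CPM over the same genes was 0.995 and 0.994. Measured against counting error, the PTX-res libraries differed more from each other than the parental libraries did. The chi-square per degree of freedom between the libraries was 12.8 in PTX-res and 2.92 in parental cells. The log2 ratio of PTX-res replicate 1 over replicate 2 fell with the GC content of the genes' transcripts (Spearman's rho = -0.685 across 13466 genes), and the same ratio of the parental libraries did not (rho = 0.0293).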

For each sample, two biologically independent replicates were sequenced yielding highly similar results.

Quality Control was performed with the fastq raw data file using the “FASTQC” software (GPL v.3, Babraham Institute, Cambridge, UK). Normalization was performed with the estimate size factor function followed by Differentially Expressed Genes Analysis. The count files were used as input for DESeq2 (Bioconductor version: Release (3.13) [8]) for the identification of DEGs between paclitaxel-resistant and parental cells with a statistically significant cut-off value of *p*-adjust < 0.01. Additional cut-off criteria were set as fold-change ≥ 2 and number of reads > 10. Gene ontology (GO) analysis for the DEGs was performed using the Database for Annotation, Visualization and Integrated Discovery (David) (https://david.ncifcrf.gov/) (accessed in March 2022). Only categories with a *p*-value < 0.05 were further analyzed.

### 2.8. Metabolite and Lipid Extraction

The SUM159 parental and paclitaxel-resistant cells were cultured as described above. Cells were routinely passaged every 2 or 3 days. For the extraction of metabolites and lipids of passage 3 cells, a modified protocol described by Teng Q et al. was used [9]. Briefly, a mixture of methanol, chloroform and water in a ratio of 1:1:0.33 (*v/v/v*) was used for the generation of a dual-phase procedure. Approximately 15 million cells of each cell line were rinsed once using warm PBS and subsequently, cells were quenched using 6 mL of cold HPLC-grade methanol (−80 °C) and were detached using a cell scraper. Cells were collected in a glass tube and 3 mL of cold chloroform (−80 °C) were added to the tube. Cells were vigorously vortexed, incubated on ice for 15 min and sonicated 3 times for 30 s each round using a sonication probe in 30% amplitude. Addition of 3 mL of chloroform and vigorous vortex followed. Finally, 2 mL of water were added in the tubes and cells were vortexed and centrifuged at 1000× *g* for 15 min at 4 °C. After centrifugation, two phases were generated. The methanol/water phase contained the polar metabolites, while the chloroform phase contained non-polar lipid molecules. Proteins and other macromolecules were trapped in the interphase. After collecting each phase separately, solvents were evaporated under gentle N_2_ flow. Metabolites and lipids were stored at −80 °C until NMR analysis.

### 2.9. ^1^H NMR Spectroscopy

All ^1^H NMR experiments were carried out on a Bruker Avance DRX NMR spectrometer (NMR Center, University of Ioannina) operating at 500 MHz (proton resonance frequency).

Intracellular metabolites of breast cancer cells: A Bruker standard 1D Nuclear Overhauser Enhancement Spectroscopy (NOESY) presaturation pulse sequence (RD-90°-t1-90°-tm-90°-FID), with a relaxation delay of 4 s and a mixing time of 0.01 s was used for all NMR experiments to suppress the water signal at 300 K. For each sample, the ^1^H NMR spectrum was collected with 128 scans into 64 K computer data points with a spectral width of 10,000 Hz and an acquisition time of 3.28 s. The free induction decays (FIDs) were multiplied with an exponential line-broadening factor of 0.3 Hz prior to Fourier transformation. The phase and baseline of NMR spectra were manually corrected by applying a simple polynomial curve fit with the TopSpin software package version 4.0.6 (Bruker Biospin, Rheinstetten, Germany) and the chemical shifts were referenced to TSP (δ = 0.00 ppm).

Lipids of breast cancer cells: The dried lipid extracts of parental and chemoresistant breast cancer cells were redissolved in a 500-microliter mixture of deuterated methanol/chloroform (2:1, *v/v*). A “zgpr” Bruker pulse program was applied with the parameters as follows: 64 scans, a 90° pulse, a relaxation delay of 4 s and a 5000-Hertz spectral width at 298 K. All FIDs were multiplied by an exponential weighting function corresponding to 0.3 Hz line-broadening factor and Fourier transformed into 32 K data points. The acquired ^1^H NMR spectra were manually corrected for phase and baseline distortions using TopSpin software package version 4.0.6 (Bruker Biospin, Rheinstetten, Germany). Quantification of the lipids was based on the integration of selected signals in the proton NMR spectrum, corrected for the number of protons and then normalized with respect to the signal area from the cholesterol C18 methyl group. The lipid composition was expressed as percentages of the total lipids of breast cancer cells.

### 2.10. Targeted Metabolomic Profiling and Metabolomic Data Analysis

The Chenomx NMR Suite 8.4 profiler (Chenomx, Edmonton, AB, Canada) and the Human Metabolome Database (http://www.hmdb.ca) (accessed January–May 2022) were used for the identification of metabolites. The 500-Megahertz reference library of the Chenomx NMR Suite software was used for the quantification of metabolites, and the values of the metabolite concentration were presented in μM.

One-factor statistical analysis, enrichment pathway and joint-pathway analysis were performed using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/) (accessed January–June 2022).

The multivariate supervised method Partial-Least-Squares-Discriminant Analysis (PLS-DA) [10] was used to construct a pattern recognition model for the parental and resistant cells based on the 23 metabolites identified and quantified. Data were normalized by median, while the data scaling was set at mean-centered and divided by the standard deviation of each variable prior to analysis. The PLS-DA analysis eliminated the uncorrelated systematic variation and described the maximum separation between different groups. The most important metabolites for the separation between the two groups were ranked using the variable importance in projection (VIP) score. A 10-fold cross-validation (10-fold CV) with Q^2^ as measure performance was used to select the optimum number of components for classification. The Q^2^ value depicts a prediction error having 1 as the optimal value, while a negative value of Q^2^ reflects an unreliable predictive model. For further validation of the model, a permutation test was performed. Finally, a two-sample *t*-test was used to examine the statistically significant difference for each metabolite separately between the two groups.

Quantitative enrichment analysis was performed using the small molecule pathway database (SMPDB) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Data were normalized before the analysis as described above.

For joint-pathway analysis, all quantified metabolites and only the upregulated DEGs in the paclitaxel-resistant cells were assessed, using the following parameters: metabolic pathways (integrated), enrichment analysis-hypergeometric test, topology measure-degree centrality and integration method-combined *p*-values (unweighted)”.

### 2.11. Statistical Analysis of Lipidomic Data

Univariate analysis: All data were expressed as mean value ± SD. Group comparisons were performed with *t*-test for normally distributed data using the SPPS software v.22.0 (IBM, Armonk, NY, USA). A *p*-value < 0.05 was considered to indicate statistical significance.

Multivariate analysis: Unsupervised (principal component analysis, PCA) and supervised (orthogonal projections to latent structures discriminant analysis, OPLS-DA) multivariate techniques were used to construct a statistical model to extract specific lipidomic signatures of breast cancer cells associated with chemoresistance.

Prior to analysis, NMR spectra were divided into buckets using the AMIX 3.9 software (Bruker Biospin Corporation, Billerica, MA, USA). All data were normalized to the total spectrum area and mean-centered prior to multivariate data analysis, carried out with the SIMCA-P+ 14 software (Umetrics, Umea, Sweden). Initial exploration of the lipidomic data was performed with PCA to identify possible groupings, trends and potential outliers before supervised multivariate analysis using OPLS-DA. The OPLS-DA analysis eliminated the uncorrelated systematic variation and described the maximum separation based on class membership. The OPLS-DA scores plot was used to show observations lying outside the 0.95 Hotteling’s T2 ellipse and to detect any grouping trend or separation, whereas the OPLS-DA loading coefficient plot was used to show the contributions of all NMR spectral regions or variables (corresponding to lipid components) to the grouping trend or separation seen in the OPLS-DA scores plot. The performance of the OPLS-DA model was assessed by goodness-of-fit parameters R^2^ (R^2^X and R^2^Y) and Q^2^, related, respectively, to the explained and predicted variance calculated through 7-fold CV. Cross-validated analysis of variance (CV-ANOVA) was also used to assess the significance of the OPLS-DA model. When CV-ANOVA *p*-value was < 0.5, the OPLS-DA model was considered reliable.

## 3. Results

### 3.1. Establishment and Characterization of a Paclitaxel-Resistant TNBC Cell Line

To identify distinct traits of paclitaxel-resistant TNBC that can be used as potential targets, we sought to develop an in vitro model by repeatedly exposing the SUM159 breast cancer cells to escalating doses of the drug (0.005–1 μM). The cytotoxic effect of paclitaxel was monitored by employing real-time imaging using the Incucyte ZOOM system. The chemoresistance of the cells under treatment was examined periodically by comparing their IC_50_ value with that of the parental cells after 48 h of drug exposure. Eventually, the generated cell line was >100-fold resistant to paclitaxel compared to the parental one, with their IC_50_ values being 772 nM and 7 nM, respectively (Figure 1A). The morphology of the paclitaxel-resistant (called PTX-res hereafter) cells was different than that of the parental ones (Figure 1Β) with the former presenting a more mesenchymal phenotype, a common feature of chemoresistant cells [11,12]. Cell growth assays showed that the PTX-res cells also had a significantly slower proliferation rate compared to the parental ones (*p* < 0.05) (Figure 1C), an adaptation frequently developed by cancer cells to evade the cytotoxicity of chemotherapeutic drugs targeting the rapidly proliferating cells [13].

It is well-established that paclitaxel binds to the β-tubulin subunit of microtubules causing excessive stabilization, thus preventing normal formation of the mitotic spindle during cell division and eventually leading to mitotic arrest and cell death [14]. Immunostaining with an antibody against β-tubulin showed a normal distribution of microtubules in the cytoplasm both of the untreated parental and PTX-res cells (Figure 1D). Administration of paclitaxel led to the rearrangement of microtubules and formation of bundle-shaped, static structures in the cytoplasm of the parental cells, as well as to the appearance of micronuclei (Figure 1D), which is one of the outcomes of abnormal mitosis (reviewed in [15]). In contrast, the drug did not induce any changes in the microtubule organization of the PTX-res cells (Figure 1D), confirming that they had developed mechanisms that allowed them to evade its deleterious effects.

A common mechanism of acquired chemoresistance is the overexpression of ABC membrane transporters that mediate an increased drug efflux, thus restricting cell exposure to cytotoxic agents [16]. To investigate whether such a mechanism contributes to the paclitaxel resistance of our cell line, we took advantage of its cross-resistance to doxorubicin (Supplementary Figure S1A); this drug possesses intrinsic fluorescence that can be used in fluorescence-activated cell sorting (FACS) experiments to monitor its intracellular levels [17]. Parental and PTX-res cells were subjected to FACS analysis after exposure to increasing doses of doxorubicin and the results are presented in Figure 1E. Upon administration of 0.05 μΜ, 0.25 μΜ and 0.5 μM doxorubicin, almost all the PTX-res cells appeared negative for drug intake, while there was a dose-dependent increase in the percentage of the parental cells that stained positive (25.13%, 98.07% and 99.97%, respectively) (Figure 1F). Even at the highest drug concentration (1.5 μΜ), only ~18% of the resistant cells were positive for doxorubicin, while all the parental cells showed high intracellular levels of the drug (Figure 1F). Consequently, it is safe to assume that one of the mechanisms that the PTX-res cells had developed to survive the toxic levels of paclitaxel was the increased expression of multidrug efflux pumps. This assumption was verified by transcriptome analysis, as it is described in the next section.

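The transcriptome data behind this statement are read counts from 2 libraries of parental and 2 of PTX-res cells. *ABCB1*, which encodes an ATP-dependent multidrug efflux pump, lies on chromosome 7 of GRCh38 from 87503633 to 87713323. It had 5 and 26 reads in the parental libraries and 39270 and 23481 reads in the PTX-res libraries. As CPM, which are reads scaled to a common library size with edgeR's TMM method, this was 0.827 ± 0.859 (SD, n = 2) in parental cells and 1440.3 ± 84.5 (SD, n = 2) in PTX-res cells. The log2 fold change was 10.87 (standard error 0.226, adjusted p = 9.06e-21 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its size depended on the few parental reads. Without parental replicate 2 it was 12.64, and without parental replicate 1 it was 9.97. The files list 43 genes with an ABC transporter symbol, of which 29 had enough reads for the test. Of these, 10 were upregulated and 5 downregulated at the paper's cut-offs, and the same numbers were found when p-values were adjusted over the list alone. *ABCB1* had the largest change, and the median log2 fold change of the list was 0.43. The study picked 3 members of the list from these libraries. The share of upregulated genes was higher than among all tested genes (one-sided Fisher's exact test, p = 0.0114, adjusted p = 0.0221 over 27 gene lists). A test against a fold change of 2 in place of no change left 6 upregulated ABC transporters.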

Overall, we have established and characterized a new paclitaxel-resistant TNBC cell line that displays several of the “classic” characteristics of acquired chemoresistance, including a mesenchymal phenotype, a slower proliferation rate and an improved capacity for drug outflow from the cells. Therefore, this cell line can be used as a valid in vitro model to discover and study novel mechanisms that can be potentially targeted to alleviate resistance to paclitaxel in TNBC.

### 3.2. Transcriptomic Analysis of the SUM159 Parental and PTX-Res Cells

#### 3.2.1. Identification of Differentially Expressed Genes (DEGs)

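RNA-seq libraries were made from 2 biologically independent replicates of SUM159 parental cells, a mesenchymal-like TNBC cell line, and 2 of the PTX-res cells derived from them. The PTX-res cells had gone through 25 cycles of paclitaxel treatment at doses that rose from 0.005 to 1 μM. For each of the 4 libraries, the authors deposited the number of reads counted on each gene symbol, without normalization, and 5 totals of reads that were assigned to no gene. The paper's text does not name the aligner, the counting program or the genome build, and it does not state whether the strand of the reads was used. Reads that fell on genes numbered 22823548 in parental replicate 1, 17990011 in parental replicate 2, 26081544 in PTX-res replicate 1 and 17211797 in PTX-res replicate 2. With the reads assigned to no gene, the totals were 33195381, 26670108, 37015484 and 24748491 in the same order, the last of which is the nearest to the depth per sample given in the paper. All values given here use the reads on genes. A gene with at most 3 reads in every library of a cell line was treated as at the limit of detection. In these libraries, 3 reads are a CPM between 0.115 and 0.176. The fold change of such a gene is given only as a bound, and this bound covers counting error only. Counts were normalized with TMM in edgeR, with factors between 0.989 and 1.01, and are reported as the mean CPM ± SD over 2 libraries. Of the 27967 listed genes, 20526 had at least 1 read and 13859 passed edgeR's filter on low counts (filterByExpr). PTX-res and parental cells were compared over these with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment. The paper's cut-offs were used for DEGs: an adjusted p-value below 0.01, a fold change of at least 2 and a mean above 10 reads, here in the cell line with the higher mean. The biological coefficient of variation was 0.0705. Gene positions are those of GENCODE release 29 for GRCh38, matched by symbol for 92.1% of the listed genes.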

To gain some insight into the gene networks involved in paclitaxel resistance in TNBC, total RNA from SUM159 parental and PTX-res cells was isolated and analyzed by RNA-seq. In total, we analyzed 27,967 genes that mostly exhibited a similar expression pattern between the two cell lines (Pearson correlation coefficient r = 0.8697), as expected (Figure 2A). 

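The mean counts of the 2 libraries per cell line gave r = 0.870 across all 27967 genes, and 7441 of these had no read in any library. Over the 4 pairs of a parental and a PTX-res library, r ranged from 0.866 to 0.871 with an SD of 0.00224. The value depended on the scale: on log2 CPM with 1 added, r was 0.971, and Spearman's rho of the mean counts was 0.948. Without *ABCB1*, *ABCB4*, *CROT*, *TP53TG1*, *DBF4*, *SLC25A40* and *SRI*, r was 0.882. The median log2 fold change of the tested genes was 0.0034, and it moved to 0.12 when no filter on low counts was applied.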

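At these cut-offs, 2212 genes were upregulated and 1544 downregulated in the PTX-res cells by edgeR's quasi-likelihood test, together 27.1% of the tested genes. DESeq2 run on the same counts gave 1802 upregulated and 1381 downregulated genes. Testing against a fold change of 2 moved the numbers most, to 1354 and 873. With each library left out in turn, 0 of the 3756 DEGs changed sign, and between 115 and 218 fell under a fold change of 2. With genes at the limit of detection ranked by their bounds, the highest fold changes after *ABCB1* were those of *AQP9*, *EMP2*, *MT1E* and *DHRS9*. Genes without reads in parental cells may have higher ones than their bounds show. *AQP9* had 3 reads in each parental library and 1760 and 1066 in the PTX-res libraries, and its parental level is too near the limit of detection for a fold change to be given. *DHRS9* was at least 164-fold higher. *EMP2* had a log2 fold change of 7.81 (standard error 0.196, adjusted p = 1.79e-19 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *MT1E* one of 7.59 (standard error 0.180). *TLR2* fell most among the genes above the limit of detection in both cell lines, with a log2 fold change of -7.58 (standard error 0.180, adjusted p = 7.60e-20 by the same edgeR test). *CCND2* and *PLCH2* had log2 fold changes of -7.47 and -7.38. *CCND2* had 4 and 2 reads in the PTX-res libraries, just above the limit of detection, so its value is uncertain. *AZGP1* was at least 188-fold lower and *ADAMTS2* at least 156-fold lower, each with at most 3 reads per PTX-res library. *EMP2*, *PLCH2* and *TLR2* also had few reads in the cell line with the lower level, so their values moved when 1 library was left out: to 8.39 for *EMP2*, between -6.58 and -8.43 for *PLCH2*, and between -7.17 and -7.98 for *TLR2*.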

Significant differences in the transcriptomic profiles of the two cell lines were determined by bioinformatic analysis using DESeq2 that yielded a total of 3184 DEGs (see Supplementary Table S1); 1802 DEGs were upregulated and 1382 were downregulated in the PTX-res cell line (Figure 2B).

A close inspection of our data revealed that several very highly expressed genes, such as *ABCB1*, *ABCB4*, *CROT*, *TP53TG1*, *DBF4*, *SLC25A40* and *SRI* (Supplementary Table S1), were located at the same region in chromosome 7. 

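All 7 genes lie between 87325225 and 88226993 on chromosome 7 of GRCh38, and all 7 were upregulated, also with p-values adjusted over the list alone. Since the study chose them from these libraries, this is not independent evidence. *TP53TG1* had a log2 fold change of 6.19 (standard error 0.133, adjusted p = 1.38e-20 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 6.81 for *CROT* (standard error 0.126), 6.28 for *DBF4* (standard error 0.123), 5.69 for *SLC25A40* (standard error 0.122) and 5.13 for *SRI* (standard error 0.102). *ABCB4*, with 2 and 0 reads in the parental libraries, was at least 59.7-fold higher. *SRI* had the most reads, with 74.9 ± 0.263 CPM (SD, n = 2) in parental and 2619.7 ± 59.6 (SD, n = 2) in PTX-res cells, followed by *DBF4* with 29.4 ± 0.986 and 2290.7 ± 324. The median log2 fold change of the list was 6.28, or 6.19 with *ABCB4* at its bound. The named genes held 0.0135% and 0.0141% of the reads in the parental libraries, and 0.897% and 0.806% in the PTX-res libraries. A running median over 10 neighbouring genes along each chromosome found 6 regions beyond what 1000 random gene orders allowed. The region on chromosome 7 around these genes was the only one of them found in all 5 further settings tried. Between *TP53TG1* and *STEAP4*, the outermost raised genes, all 10 tested genes were upregulated. The 3 not named in the paper were chosen after their values were seen. These are *RUNDC3B*, with a log2 fold change of 5.20, *ADAM22*, with one of 4.37, and *STEAP4*, at least 45.2-fold higher. *RUNDC3B* overlaps *ABCB1*, and *SLC25A40* overlaps *DBF4*, on opposite strands, so reads of 1 gene of each pair may have been counted on the other. The nearest tested genes on either side, *TMEM243* and *STEAP1*, had log2 fold changes of -0.45 and 0.98 and were not DEGs.

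**Figure D1:**
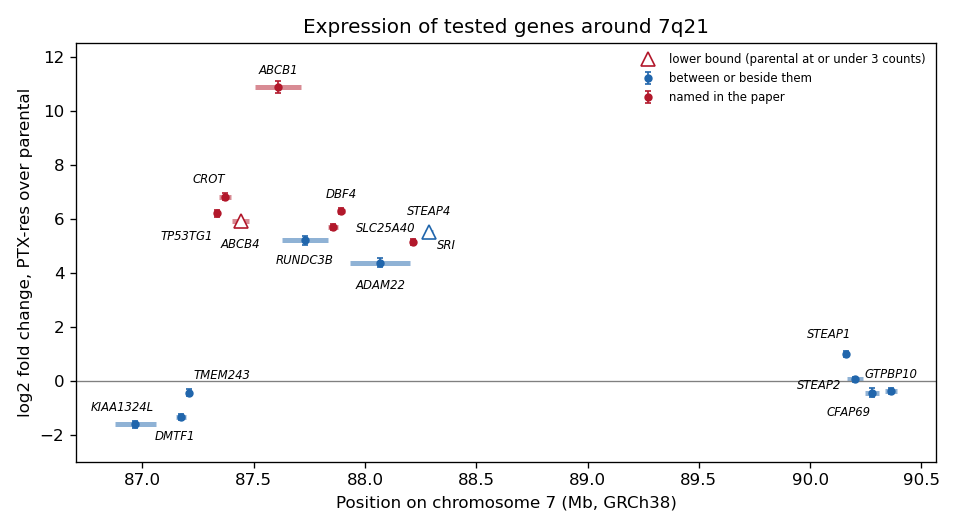
Log2 fold change of PTX-res over parental cells (vertical axis) against position on chromosome 7 in Mb of GRCh38 (horizontal axis) for the tested genes around 7q21. Thick bars span the genes, points with error bars show the fold change ± standard error, and triangles show lower bounds for *ABCB4* and *STEAP4*. The 10 genes from *TP53TG1* to *STEAP4* lie above 4, and the genes plotted on either side lie at 0.98 or lower. *SEMA3A*, further away and upregulated (log2 fold change 2.24), is not plotted.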

According to previously published studies, the amplification of the chromosome 7q21 region in tumors and cell lines after multiple rounds of drug treatment is a frequent event that leads to overexpression of the resident genes, including the aforementioned ones (reviewed in [18]). Notably, all these genes have been linked before to drug-resistance and/or tumorigenesis (reviewed in [18]).

Other DEGs that were upregulated in the PTX-res cells (Supplementary Table S1) included the β-tubulin encoding gene *TUBB3*, which has been associated with paclitaxel resistance [19] and *FZD2*, a member of the Wnt receptor Frizzled family, which has been shown to endow breast cancer cells with drug resistance [20]. On the other hand, the downregulated genes in the PTX-res cell line (Supplementary Table S1) included genes of which high expression levels are associated with a milder phenotype, such as *GATA3* and *CADM1*. 

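*TUBB3* lies on chromosome 16 of GRCh38 from 89921392 to 89938761. Its expression was 23.7 ± 0.341 CPM (SD, n = 2) in parental and 338 ± 65.4 (SD, n = 2) in PTX-res cells. The log2 fold change was 3.83 (standard error 0.124, adjusted p = 1.55e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FZD2*, on chromosome 17 from 44557459 to 44559570, had 27 and 24 reads in the parental and 218 and 191 reads in the PTX-res libraries. Its log2 fold change was 2.94 (standard error 0.218, adjusted p = 4.21e-11 by the same edgeR test). For both genes, every PTX-res library lay above every parental library.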

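*GATA3*, on chromosome 10 of GRCh38 from 8045378 to 8075203, had 15.5 ± 0.905 CPM (SD, n = 2) in parental and 3.41 ± 0.171 (SD, n = 2) in PTX-res cells, a log2 fold change of -2.19 (standard error 0.155, adjusted p = 1.87e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CADM1*, on chromosome 11 from 115169218 to 115504957, had 4106 and 3311 reads in the parental and 48 and 20 reads in the PTX-res libraries, a log2 fold change of -6.85 (standard error 0.154, adjusted p = 3.43e-20 by the same edgeR test).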

The transcription factor GATA3 is overexpressed in lower grade breast tumors with a better prognosis, while its low levels are correlated with larger tumors [21,22]. Similarly, a lack of expression of the cell adhesion molecule *CADM1* is associated with an advanced tumor stage, suggesting that inactivation of *CADM1* promotes breast cancer development [23,24].

The above data, taken together, validate our transcriptomic analysis and further support the SUM159 PTX-res cell line as a sound model for extracting novel information for targeting chemoresistance in TNBC.

#### 3.2.2. Gene Ontology (GO) Analysis Reveals Cholesterol Biosynthesis as an Important Process in SUM159 PTX-Res Cells

To further investigate the biological significance of our data and uncover pathways that are involved in paclitaxel resistance, we performed GO analysis for the DEGs using the DAVID Functional Annotation Bioinformatics Microarray Analysis. We focused on the upregulated DEGs, since our main goal was to identify genes whose protein products could be potentially blocked or inhibited yielding a less resistant phenotype.

Figure 3A illustrates the most significantly enriched biological processes in the SUM159 PTX-res cells. 

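The 17 genes drawn in the cholesterol biosynthesis pathway of Supplementary Figure S5, from *ACAT2* and *HMGCS1* to *DHCR7*, were tested as a list, since the GO annotation used by the paper was not used here. All 17 were upregulated at the DEG cut-offs, with the same number when adjusted over the list alone, and their median log2 fold change was 1.67. The study chose this list with these libraries in view, so the number is not independent evidence. The share of upregulated genes was higher than among all tested genes (one-sided Fisher's exact test, p = 2.73e-14, adjusted p = 3.69e-13 over 27 gene lists). The competitive set test camera of limma, with a preset correlation of 0.01 between genes, gave an adjusted p of 5.86e-17 for higher expression. The rotation test fry of limma gave an adjusted p of 0.00299. With the correlation estimated from the 4 libraries, camera's adjusted p was 0.153. Every list that camera called higher with the preset correlation was also called by fry. Fry does not compare a list with the other genes. It also called a list of fatty acid desaturation and elongation genes, of which 0 were upregulated (adjusted p = 0.0269 by fry). The calls of fry therefore add little to those of camera. With the estimated correlation camera called no list, not even the named 7q21 genes, so that setting says little about a list. Once the trend of each library along GC content was removed, an alternative chosen after the data were seen, 16 of the 17 genes were upregulated and *LSS* had a log2 fold change of 0.94. With the trend along transcript length removed, *TM7SF2* had one of 0.98.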

Notably, “cholesterol biosynthesis’’ is the process that tops the list. Cholesterol is an important component of the cell membrane and the precursor molecule of steroids. Recent studies have highlighted the accumulation of cholesterol in malignant tissues as a feature of cancer cells [25] and the involvement of cholesterol metabolic pathways in cancer cell resistance [26]. The other significantly enriched biological processes have also been associated with drug resistance before. It has been reported that redox homeostasis is involved in drug resistance in breast [27,28] and lung cancer [29]. 

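*ABCB4* lies on chromosome 7 of GRCh38 from 87401697 to 87480435. It had 2 and 0 reads in the parental libraries and 255 and 136 in the PTX-res libraries, so its fold change can only be bounded, at 59.7 or more. *ABCB4* is a paralog of *ABCB1*, and reads that align to both genes were assigned to neither, so its reads may be incomplete. *ABCG2*, on chromosome 4 from 88090264 to 88231322, was measured at 7.44 ± 1.40 CPM (SD, n = 2) in parental and 25.0 ± 0.352 (SD, n = 2) in PTX-res cells, a log2 fold change of 1.74 (standard error 0.140, adjusted p = 1.77e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With *ABCB1*, these 3 genes had a median log2 fold change of 5.90 with *ABCB4* at its bound. Camera with the preset correlation gave the whole ABC transporter family an adjusted p of 0.0386 for higher expression.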

As it was noted in the previous section, the overexpression of ATP-dependent efflux pumps, such as *ABCB1*, *ABCB4* and *ABCG2*, is a common phenomenon in drug-resistant cancers [30,31,32] and these genes were included in the “response to drug’’ process in our data (Figure 3A). 

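The term for response to hypoxia in Figure 3A was examined with 22 hypoxia marker genes chosen before the data were examined, of which 3 (*LDHA*, *ALDOA* and *ENO1*) were also picked by the study for Figure 7B. All 22 were tested, and 9 were upregulated and 4 downregulated in the PTX-res cells, also when adjusted over the list alone. Their median log2 fold change was 0.70. The 4 downregulated markers were *VEGFA* (log2 fold change -2.15), *PDK1* (-1.72), *HK2* (-1.05) and *MXI1* (-1.05), so the markers did not move in 1 direction. The largest change was in *EGLN3*, with 3.82 ± 0.182 CPM (SD, n = 2) in parental and 64.9 ± 1.36 (SD, n = 2) in PTX-res cells, a log2 fold change of 4.08 (standard error 0.135, adjusted p = 2.29e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *EGLN3* lies on chromosome 14, whose tested genes had a median log2 fold change of 0.58. The share of upregulated markers gave an adjusted p of 0.0103 (one-sided Fisher's exact test, 27 gene lists). Camera with the preset correlation gave an adjusted p of 0.0497. This value may not stay under 0.05 without the lists that the study chose with these libraries in view, which share the adjustment. With the trend along GC content removed, 6 of the markers were upregulated.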

Overexpression of hypoxia-related genes has been associated with poorer prognosis and drug resistance in breast cancer [33]. Increased expression levels of different classes of tubulin have been described as a mechanism of paclitaxel resistance in breast, ovarian and lung cancer [34,35,36]; such genes were identified in the “microtubule-based” process (Figure 3A), suggesting that this is one of the resistance mechanisms developed in our cell line. 

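The files list 25 genes with a tubulin symbol, of which 18 were tested. Of these, 10 were upregulated and 1 downregulated in the PTX-res cells, with the same numbers when adjusted over the list alone. The median log2 fold change was 1.13, and *TUBB3* had the largest. Fisher's exact test for the share of upregulated tubulins gave an adjusted p of 4.53e-04 (one-sided, 27 gene lists). For higher expression of the list, camera with the preset correlation gave an adjusted p of 1.13e-05. DESeq2 gave 9 upregulated tubulins and the test against a fold change of 2 gave 7. Tubulin genes are close paralogs, and reads without a unique alignment were assigned to no gene, so values of single tubulins may miss reads. Such reads made up between 15.2% and 18.0% of the reads per library.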

Several studies have demonstrated that drug treatment triggers the migration of cancer cells and that chemoresistant cells display a higher migration potential [37,38,39] explaining the appearance of the “cell migration” process in the upregulated DGEs in the PTX-res cells. Deregulation of the “Wnt signaling pathway’’ has been linked before to the development of resistance to anti-cancer agents leading to poor overall survival in TNBC [40]. 

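Of the 31 Wnt ligand, Frizzled receptor and LRP5 or LRP6 co-receptor genes that the files list, 18 were tested. In the PTX-res cells 7 were upregulated and 1 downregulated, also when adjusted over the list alone, and the median log2 fold change was 0.13. Among the genes above the limit of detection in both cell lines, *WNT7B* changed most, from 13 and 12 reads in the parental to 184 and 167 reads in the PTX-res libraries. Its log2 fold change was 3.75 (standard error 0.262, adjusted p = 1.51e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *WNT7B* lies on chromosome 22, whose tested genes had a median log2 fold change of 0.46. The share of upregulated genes gave an adjusted p of 0.0297 (one-sided Fisher's exact test, 27 gene lists), whereas camera with the preset correlation gave 0.278 for the list as a whole and fry gave 0.0247.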

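Aldo-keto and carbonyl reductases, which reduce doxorubicin, were taken as the list for doxorubicin metabolism. Of 15 listed genes, 11 were tested and 6 were upregulated in the PTX-res cells, with 0 downregulated and the same numbers when adjusted over the list alone. The median log2 fold change was 1.05. *AKR1C1* changed most, from 3.56 ± 0.362 CPM (SD, n = 2) in parental to 65.3 ± 0.122 (SD, n = 2) in PTX-res cells. Its log2 fold change was 4.18 (standard error 0.138, adjusted p = 2.00e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The AKR1C genes are close paralogs, so their single values are uncertain. Fisher's exact test for the share of upregulated genes gave an adjusted p of 0.00999674 (one-sided, 27 gene lists), and camera with the preset correlation gave 3.07e-04.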

Finally, the enriched process of “Doxorubicin metabolism’’ confirms the cross-resistance of PTX-res cells to doxorubicin, which we experimentally documented (Supplementary Figure S1A). 

In summary, the biological processes found enriched in the upregulated DEGs in the PTX-res cells are in accordance with previous studies reporting on properties of chemoresistant cells and further support the validity of our paclitaxel-resistant model.

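The pathways of cell cycle and glutathione metabolism in Figure 3B were examined with lists of genes fixed before the data were examined, since KEGG annotation was not used here. Of 43 genes expressed in S phase, 14 were upregulated and 0 downregulated in the PTX-res cells, with a median log2 fold change of 0.63. Of 54 genes expressed in G2 and M phase, 35 were upregulated and 0 downregulated, with a median of 1.29. These numbers were the same when adjusted over each list alone. The share of upregulated genes gave adjusted p-values of 0.0112 for the S phase list and 2.22e-14 for the G2/M phase list (one-sided Fisher's exact test, 27 gene lists). Camera with the preset correlation gave 3.22e-06 and 6.63e-19. The largest change in the S phase list was that of *E2F8*, with a log2 fold change of 3.33 (standard error 0.201, adjusted p = 1.10e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the G2/M phase list it was that of *DLGAP5*, with one of 3.26 (standard error 0.118). *DLGAP5* lies on chromosome 14, whose tested genes had a median of 0.58. Of 40 listed glutathione S-transferases, peroxidases and other glutathione enzymes, 23 were tested, of which 6 were upregulated and 0 downregulated, also when adjusted over the list alone. Their median log2 fold change was 0.58, and *GSTO2* changed most (log2 fold change 2.29, standard error 0.247). Fisher's exact test did not call the share of upregulated glutathione enzymes higher than among all tested genes (adjusted p = 0.211, one-sided). In contrast, camera with the preset correlation gave an adjusted p of 0.0177 for higher expression.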

We also performed KEGG pathway analysis for the upregulated DEGs and the results revealed fourteen significantly enriched pathways in the PTX-res cells with the top five presented in Figure 3B. This analysis confirmed “cholesterol/steroid biosynthesis” as the most significantly enriched process and also revealed other metabolism-associated pathways, in agreement with the prevailing concept that altered metabolism is one of the hallmarks of drug resistance in cancer [41].

The above data led us to study further the SUM159 parental and PTX-res cells seeking to verify that the transcriptomic discrepancies are also reflected on the metabolomic and lipidomic profiles of the cells.

### 3.3. Metabolomic Analysis of the SUM159 Parental and PTX-Res Cells

#### 3.3.1. Metabolite Quantification

NMR spectra from SUM159 parental and PTX-res cells were processed using the Chenomx software. Metabolites that showed great variation among independent experiments or overlapped with other peaks in the spectra, making their identification and quantification questionable, were excluded from further analysis. In total, twenty-three metabolites were identified with high confidence and were quantified in both cell lines (Figure 4). The concentration of the 23 metabolites ranged widely from 2.8 ± 0.38 to 495 ± 67 μM in the parental (Figure 4A) and from 3.6 ± 0.78 to 485 ± 63 μM in the PTX-res cell line (Figure 4B). Several amino acids were detected in both cell lines, including arginine, glutamine, proline and threonine, ranging between 40–95 μM in the parental and between 33–85 μM in the PTX-res cells. Lactate, the main product of glycolysis, appeared to be the most abundant metabolite in both cell lines, while glucose, the main energy fuel of the cells, was detected in similar levels (208 ± 27 μM for parental and 198 ± 11 μM for PTX-res cells).

Nonetheless, several metabolites (arginine, creatine phosphate, myo-inositol and phosphocholine) appeared to vary considerably between the two cell lines (Supplementary Figure S2), which prompted us to proceed with a more systematic analysis and comparison of their overall metabolic profiles.

#### 3.3.2. Metabolic Profile Analysis Reveals Significant Differences between the SUM159 Parental and PTX-Res Cells

The supervised multivariable quantitative PLS-DA of the overall metabolic profiles of the SUM159 parental and the PTX-res cells was carried out to determine whether the two cell lines were metabolically distinct. This analysis revealed a sharp separation between their metabolic profiles, as shown in Figure 5. The pairwise score plot of the first three components and the 2D score plots of component 1 vs. 2 and component 1 vs. 3 are presented in Figure 5A,B, respectively. The 15 most important metabolites accounting for the separation of the metabolic profiles of the two cell lines were ranked using the Variable Importance in Projection (VIP) score. Metabolites with higher VIP scores are considered more relevant in group separation (Figure 5C). As shown in Figure 5C, myo-inositol, a component of membrane phospholipids that mediates cell signal transduction and participates in osmoregulation [42], is the most significant metabolite having a VIP score ≥2 in all three components. Phosphocholine, creatine phosphate, threonate, pyruvate, arginine, formate, 2-hydroxyisobutyrate and 2-phosphoglycerate also contributed strongly to the separation of the two metabolic profiles with a VIP score ≥1 in all three components (Figure 5C).

The validity and accuracy of the predicted model were assessed using a 10-fold cross-validation (CV) for the three components. In our data, the three components delivered a valid prediction model with Q^2^ being 0.64 and R^2^ being 0.97 (Figure 5D). Employment of the permutation test further validated the above predictive model. The histogram presented in Figure 5E shows the distribution of 20 sets of permutated samples with a *p*-value < 0.05. The bar on the right of the diagram represents the original sample, while the bars on the left represent the permutated samples. This test also confirms that there is a significant separation of the metabolic profiles of the two cell lines.

A two-sample *t*-test identified six metabolites with significantly different levels (*p*-value ≤ 0.05) between the two cell lines (Figure 5F). Myo-inositol exhibited reduced levels in the PTX-res cells, as did creatine phosphate, threonate and arginine. On the other hand, phosphocholine and pyruvate were increased in the resistant cells (see also next section).

It is noteworthy that most of these metabolites have been associated with cancer, where they seem to play complex roles [43,44,45,46]. Myo-inositol, which emerged as the most important compound in the separation of the two cell lines on the metabolic level, is described as a strong inhibitor of tumor initiation and progression [47]. Our data suggest that its reduced levels may be a marker of resistance to paclitaxel in TNBC.

#### 3.3.3. Metabolite Set Enrichment Analysis

Next, we performed metabolite enrichment analysis to determine whether there were biologically important sets of functionally related metabolites that were significantly enriched in our data. All the quantified metabolites were included in this analysis and the reference databases used were KEGG [48] as well as the small molecule pathway database (SMPDB) [49].

Several KEGG metabolism-related pathways were found enriched in the PTX-res cells and the top 25 are presented as dot plots in Figure 6A. Eleven metabolite sets were found significantly enriched (*p* < 0.05 and FDR < 0.1) (Figure 6A,B). Figure 6C illustrates the concentration levels of the metabolites included in each set in the two cell lines. Μyo-inositol, which was decreased in the resistant cells, was present in the top four sets (Figure 6B,C). Phosphocholine, which was more abundant in the PTX-res cells (Figure 6C), was the only metabolite in our data associated with the “phosphonate and phosphinate metabolism” set (Figure 6B). The “arginine and proline metabolism” set was represented by five metabolites in our data (arginine, creatinine, proline, phosphocreatine and pyruvate) with arginine and phosphocreatine showing significantly lower and pyruvate showing significantly higher levels in the PTX-res cells (Figure 6C). Two metabolites, choline and phosphocholine, were associated with “glycerophospholipid metabolism” with the latter being significantly more abundant in the PTX-res cells (Figure 6C). Finally, out of the four metabolites associated with the metabolic set “glyoxylate and dicarboxylate metabolism”, only pyruvate showed significantly higher levels in the PTX-res cells (Figure 6C). Similar metabolite sets were significantly enriched (*p* < 0.05) in the resistant cells, when the analysis was conducted using the SMPDB (Supplementary Figure S3).

Overall, the above analysis revealed several pathways that contributed to the distinction between the metabolic profiles of the two cell lines. Next, we proceeded with an integrated analysis of the transcriptomic and metabolomic data to identify DEGs that play an important role in the altered metabolism of the PTX-res cells.

#### 3.3.4. Joint-Pathway Analysis

Joint-pathway analysis was conducted using MetaboAnalyst [50] to find genes that are associated with the metabolic pathways that were found enriched in our data. All the quantified metabolites and the upregulated DEGs in the PTX-res cells were included in the analysis. An overview of the matched pathways from this analysis is shown in Figure 7A. 

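The 23 genes that Figure 7B lists for 5 pathways were all upregulated at the DEG cut-offs, also with p-values adjusted over each list alone. Since Figure 7B draws on the DEGs of these libraries, this is not independent evidence. The median log2 fold change was 2.27 for the 3 genes of ascorbate and aldarate metabolism, 1.16 for the 7 of glycolysis, 1.66 for the 6 of glyoxylate metabolism and 1.57 for the 7 of pyruvate metabolism, and these medians were the same with genes at the limit of detection at their bounds. Camera with the preset correlation gave these lists adjusted p-values of 0.00699, 6.55e-05, 1.91e-05 and 1.58e-05 for higher expression. *ACACB* rose from 1.18 ± 0.121 to 10.9 ± 0.280 CPM (SD, n = 2), a log2 fold change of 3.20 (standard error 0.198, adjusted p = 1.75e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *UGT1A7* had 0 reads in both parental libraries and 43 and 19 in the PTX-res libraries, at least 9.29-fold higher. The UGT1A genes share exons, so its value is uncertain. *MAT1A* had 0 reads in both parental libraries and 18 and 13 in the PTX-res libraries, at least 4.89-fold higher. Both genes had too few reads to be tested when 10 counts were asked for in every library. The test against a fold change of 2 left 15 of the 23 upregulated. With the trend of each library along GC content removed, 17 stayed above a fold change of 2, and those that fell under it included *G6PC3* (log2 fold change 0.87), *PFKP* (0.97), *LDHA* (0.99), *ENO1* (0.96) and *SMS*. *G6PC3* also fell under it without PTX-res replicate 2 (0.96) and *LDHA* without PTX-res replicate 1 (0.97). *ALDH7A1*, *ACYP1* and *ACSS2* lie on chromosomes 5, 14 and 20, whose tested genes had median log2 fold changes of 0.48, 0.58 and 0.52.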

There were five statistically significant enriched pathways, which were represented both by quantified metabolites and DEGs from our data, as shown in Figure 7B. 

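The 7 genes listed for arginine and proline metabolism were *GAMT*, *HELLS*, *SMS*, *MAOA*, *ALDH4A1*, *P4HA3* and *GOT2*. Their median log2 fold change was 1.57, from 1.14 for *SMS* to 2.40 for *MAOA*, and camera with the preset correlation gave the list an adjusted p of 2.72e-05 for higher expression. *MAOA*, on the X chromosome, was measured at 40.0 ± 1.89 CPM (SD, n = 2) in parental and 211 ± 14.8 (SD, n = 2) in PTX-res cells. The standard error of its log2 fold change was 0.102 (adjusted p = 2.03e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SMS* fell under a fold change of 2 with the trend along transcript length removed (log2 fold change 0.89). *P4HA3* had the fewest reads, with 21 in each parental library and 105 and 62 in the PTX-res libraries, and a log2 fold change of 1.90 (standard error 0.251).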

“Arginine and proline metabolism” was the pathway that included the highest number of metabolites (five) and a high number of DEGs (seven). This prompted us to further explore the clinical significance of our findings using the GEPIA database (http://gepia.cancer-pku.cn/index.html) (accessed in April 2022). As shown in Figure 7C, four out of the seven upregulated DEGs in this metabolic set are significantly overexpressed in breast tumors compared to normal samples.

Hence, the joint analysis of our transcriptomics and metabolomics data pinpointed several metabolism-associated genes that are overexpressed in the PTX-res cells. Among them, the ones involved in the arginine–proline metabolism may be clinically significant in breast cancer.

### 3.4. Lipidomic Profile Analysis

#### 3.4.1. ^1^H NMR Spectra Analysis of the Lipid Extracts

Representative ^1^H NMR spectra of the lipid extracts from the parental and PTX-res cells are presented in Supplementary Figure S3. For visual comparison of the cell lipid composition, spectral intensity was normalized for the Tetramethylsilane (TMS) peak at 0.00 ppm. The lipid fraction of the PTX-res cells appeared to be enriched in free cholesterol (FC), choline phospholipids (PLs) [phosphatidylcholine (PC) and sphingomyelin (SM)] and total sphingolipids (SLs) and depleted of cholesterol esters (CE), lysophosphatidylcholine (LysoPC), plasmalogens, total ether glycerolipids (GLs), unsaturated fatty acids (UFA) and polyunsaturated fatty acids (PUFA) compared to that of the parental cells. Visual inspection did not reveal any marked differences between the two cell lines for signals attributed to phosphatidylethanolamine (PE), diacylglycerophospholipids (DAGPLs), triglycerides (TG), linoleic acid (LA) and fatty acid constituents such, as docosahexaenoic acid (DHA) and the sum of eicosapentaenoic and arachidonic acid (EPA + AA) (Supplementary Figure S4).

#### 3.4.2. Lipidomic Profiles of SUM159 Parental and PTX-Res Cells

We applied an untargeted and targeted lipidomic approach for the identification of differences in the lipid profiles of parental and PTX-res cells and for the quantitative alterations in the individual lipid classes.

For the untargeted analysis, the buckets resulting from the division of the NMR spectra were initially examined by the unsupervised PCA to check the consistency and the quality of the data. The corresponding PCA scores plot (data not shown) revealed a separation trend between the PTX-res and parental cells and no distinct outliers were observed. In the OPLS-DA analysis, the score plot for the parental vs. PTX-res model (Figure 8A) showed a clear separation between the two groups with good goodness-of-fit and predictive power (R^2^X = 0.873, R^2^Y = 0.868, Q^2^ = 0.775 and *p* < 0.05). The analysis of the relative significance of each constituent in the groups’ separation, as illustrated in the loading coefficient plot (Figure 8B), revealed that the determining factors were the higher levels of PC, PLs and FC in the PTX-res cells, as well as SM, TG, SLs and plasmalogens, albeit with a lower significance, and the lower levels of CE. Furthermore, in the PTX-res cells, lipids were preferably esterified with saturated fatty acids (SFA) rather than UFA.

Thereafter, a quantitative targeted analysis of individual major and minor lipid constituents (Figure 9) and fatty acid pattern (Table 1) was performed. We quantified well-resolved signals in the NMR fingerprint attributed to protons of cholesterol in its free and esterified form, the headgroups and backbones of phospholipids and sphingolipids, the glycerol backbone, and fatty acids—All of them being esterified. It is worth noting that the results in the targeted analysis are totally consistent with those found in the untargeted multivariate analysis.

The percentage of total cholesterol (TC) was significantly lower in chemoresistant cells compared to parental due to the lower percentage of CE, whereas FC was significantly higher, resulting in a significant decrease in the CE/FC ratio (Figure 9). The significantly higher percentages of total glycerophospholipids (GPLs) and total SLs observed in PTX-res cells compared to parental have mainly caused the higher percentage of total PLs, while total ether GLs were significantly lower (Figure 9). PC, PE and PI presented a significant increase in PTX-res cells compared to parental, whereas LysoPC and the rest of GPLs were significantly lower. For the ether GLs, the percentages of the total content, plasmalogens and the rest ether GLs were significantly lower in PTX-res cells compared to parental. Finally, as seen in Figure 9B, the percentage of total SLs was higher in PTX-res cells compared to parental, mainly due to a significant increase in SM, while the percentage of the rest of SLs was significantly lower. The aforementioned alterations resulted in significantly higher molar ratios of PC/LysoPC and SM/LysoPC and lower ratios of TC/PLs, PC/SM, TC/PC and TC/SM in the PTX-res cells compared to parental. Thus, this analysis showed that PTX-res cells presented statistically significant differences in the percentages of all lipid classes (triglycerides, phospholipids and cholesterol in both free and esterified form) compared to parental.

Table 1 shows a comparison of the fatty acid composition of the lipid fraction from the two cell lines. The percentage of SFA was significantly higher in PTX-res cells compared to parental, whereas that of UFA was lower mainly due to individual PUFA such as LA, the sum of EPA + AA and DHA. Monounsaturated fatty acid content was not altered. These changes in the fatty acid pattern led subsequently to significantly higher ratios of saturated to polyunsaturated fatty acids in the PTX-res cells (Table 1) and thus, to a shift from the unsaturation toward saturation state that potentially affects the properties of cell membrane.

### 3.5. The Methylsterol Monooxygenase 1 (MSMO1) Gene Is Upregulated in the SUM159 PTX-Res Cells and Mediates Resistance to Paclitaxel

The fact that the analysis of the transcriptomics and lipidomics data converged to cholesterol and cholesterol biosynthesis (Figure 3A and Figure 9A) being upregulated in the PTX-res cells urged us to look into the associated genes more carefully. Notably, all genes encoding for the intermediate enzymes in the cholesterol biosynthesis pathway (shown in Supplementary Figure S5) were upregulated in the PTX-res cells (see Table S1) with the exception of *SC5DL*. 

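Of the 17 genes in Supplementary Figure S5, *HMGCS1* had the highest fold change. It rose from 47.0 ± 1.56 CPM (SD, n = 2) in parental to 471 ± 42.0 (SD, n = 2) in PTX-res cells, a log2 fold change of 3.33 (standard error 0.103, adjusted p = 6.12e-18 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HMGCS1* lies on chromosome 5, whose tested genes had a median log2 fold change of 0.48. A running median over 20 neighbouring genes found a raised stretch there from 37379212 to 43192021, with a median of 1.59. *HMGCS1* lies just beyond this stretch, from 43289395, so the shift around it may be larger than 0.48. Windows of 10 genes did not find the stretch. *LSS* had the lowest of the list, 1.11 (standard error 0.102), and its adjusted p was 1.81e-09 by the same edgeR test. *SC5DL* is listed in the files under its current symbol *SC5D*, on chromosome 11 of GRCh38 from 121292453 to 121308694. It had 850 and 717 reads in the parental and 4029 and 2167 reads in the PTX-res libraries, or 38.4 ± 1.57 and 141 ± 18.7 CPM (SD, n = 2). Its log2 fold change was 1.87 (standard error 0.108, adjusted p = 5.06e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the 7th highest of the list. Without PTX-res replicate 2, *LSS* and *TM7SF2* fell under a fold change of 2, with log2 fold changes of 0.97 and 0.95. In all 17 genes the PTX-res libraries lay above the parental libraries. The paper turned to these genes because its transcriptomics and lipidomics data both pointed to cholesterol biosynthesis.

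**Figure D2:**
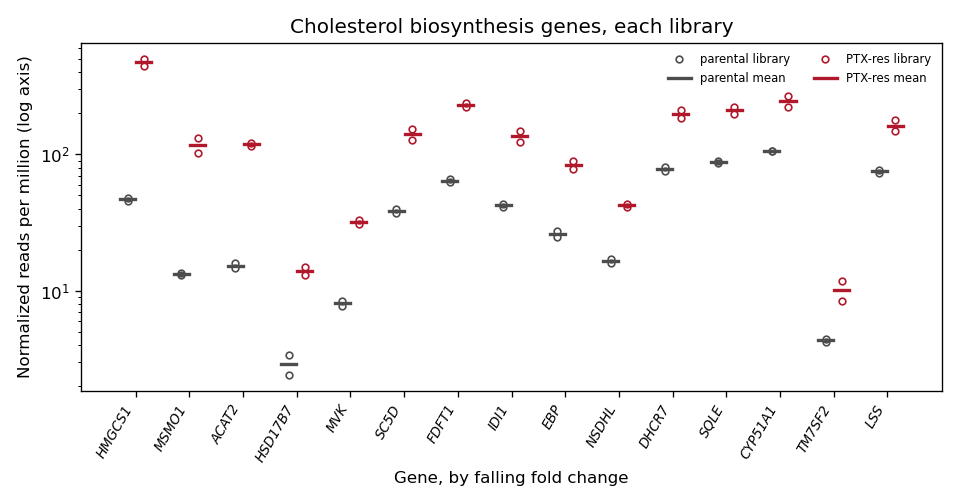
Normalized reads (CPM, vertical log axis) of 15 of the 17 cholesterol biosynthesis genes, ordered by falling fold change. Open circles show the single libraries, grey for parental and red for PTX-res cells, and bars show the mean of 2 libraries. The PTX-res circles lie above the parental circles for each gene shown.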

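Among the 17 genes, *MSMO1* ranked 2nd by fold change and 12th by CPM in the PTX-res cells. *ACAT2* ranked 3rd by fold change, with a log2 fold change of 2.96 (standard error 0.111). Over the reads per kilobase of transcript, *HMGCS1* ranked 1st and *MSMO1* 9th.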

The second most highly expressed gene was *MSMO1*, which is involved in several steps of cholesterol biosynthesis (shown in blue in Supplementary Figure S5) [51].

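*MSMO1* lies on chromosome 4 of GRCh38 from 165327623 to 165343160. It had 307 and 236 reads in the parental libraries and 3474 and 1740 reads in the PTX-res libraries. This was 13.2 ± 0.329 CPM (SD, n = 2) in parental and 118 ± 21.5 (SD, n = 2) in PTX-res cells. The fold change was 8.88, or 3.15 on the log2 scale (standard error 0.129, adjusted p = 9.95e-16 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 2.92 without PTX-res replicate 1 and 3.32 without PTX-res replicate 2.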

Our RNA-seq data indicated that *MSMO1* mRNA expression levels were ~9-fold higher in the PTX-res cells compared to the parental ones, a finding that was also confirmed by RT-qPCR (Figure 10A). To determine whether *MSMO1* was clinically significant, we searched gene expression data from breast tumors using GEPIA and the results are presented in Figure 10B. The *MSMO1* mRNA levels are significantly increased in specimens from patients with breast cancer compared to normal breast tissue samples (Figure 10B).

To investigate the involvement of *MSMO1* in paclitaxel resistance, we knocked it down in SUM159 PTX-res cells (Figure 10C) and examined the effects by employing real-time imaging using the Incucyte ZOOM system (Figure 10D). The results showed that *MSMO1* knock-down significantly decreased the resistance of SUM159 PTX-res cells to paclitaxel with the IC_50_ value for the drug dropping from 627.1 nM to 281.4 nM (Figure 10D). These data strongly suggest that overexpression of *MSMO1* contributes to the acquired resistance to paclitaxel in the SUM159 PTX-res cells.

## 4. Discussion

Metabolic reprogramming is considered one of the hallmarks of cancer [4], and the analysis of the metabolic profile of cancer cells has recently gained attention as a diagnostic tool for cancer development and progression [52,53]. Metabolic adaptations can affect not only tumor growth and patient survival but can also mediate drug resistance [41] through mechanisms that have not been yet fully elucidated. Metabolomic and lipidomic analysis of chemoresistant cancer cells could lead to the identification of potential targets and the development of novel therapeutic approaches for cancer elimination. However, very few studies have investigated the metabolic profile of chemoresistant breast cancer cells [54]. In this work, we generated and characterized a paclitaxel-resistant TNBC cell line and investigated its transcriptome, metabolome and lipidome; integrated analysis of the *omics* data pinpointed several significant alterations compared to the parental cell line, suggesting that they may be exploited to target the resistant cells.

Metabolomic profiling using NMR is a wide-spread methodology, albeit with several limitations, especially concerning its sensitivity, which may result in lower concentrations of important metabolites or their masking by larger peaks [55]. Careful metabolite quantification of our spectra from the SUM159 parental and PTX-res cells yielded 23 metabolites with high confidence. We performed an untargeted analysis of all detected metabolites, which is especially useful when there is no *a priori* hypothesis for the determination of significantly perturbed metabolites [56]. This analysis revealed a clear separation of the metabolomic profiles between the two cell lines, which was mainly attributed to myo-inositol, but also to phosphocholine, creatine phosphate, threonate, pyruvate, arginine, formate, 2-hydroxyisobutyrate and 2-phosphoglycerate. Metabolite set enrichment analysis revealed that the most significantly enriched pathways in the PTX-res cells were “ascorbate and aldarate metabolism”, “inositol phosphate metabolism” and “phosphatidylinositol signaling system”; all three of these sets included myo-inositol, a carbocyclic sugar that is a precursor of inositol phospholipids and other derivatives.

Dysregulation of inositol metabolism has been associated with cancer [57], and myo-inositol has been found to exert multiple anti-cancer effects, including pro-apoptotic and anti-proliferative ones in various cancer types (reviewed in [47]). In a colorectal adenocarcinoma cell line, the inositol 3-phosphate synthase (ISYNA1) enzyme, which is essential for myo-inositol biosynthesis, was found to be a direct target of p53 [58]. It was suggested that p53 suppressed tumorigenesis by inducing myo-inositol biosynthesis. *ISYNA1* knock-down resulted in resistance to adriamycin treatment, proposing a role for myo-inositol biosynthesis in p53-mediated growth suppression [58]. However, there are some reports arguing against the involvement of p53 in the anti-cancer activity of myo-inositol (reviewed in [47]), hence, more conclusive studies are needed. Other groups have shown that myo-inositol inhibits the epithelial-to-mesenchymal program [59] and inflammatory factors [47] in breast cancer cells and that it induces the regression of different types of cancer (reviewed in [47]). Notably, in a prospective, randomized study, inositol hexakisphosphate and myo-inositol improved the responsiveness to adjuvant therapy in breast cancer patients and markedly increased their quality of life [60]. Therefore, mounting evidence suggests that myo-inositol exerts pleiotropic anti-cancer effects and, according to our data, its reduced levels could be a marker of paclitaxel resistance in TNBC. It is tempting to speculate that this metabolite mediates chemosensitivity, however, further mechanistic studies are needed to unequivocally establish such a property for myo-inositol and uncover the underlying cellular pathways.

The lipid composition of cancer cells is different from that of healthy cells, but it also varies between tumor types [61]. Furthermore, changes in the lipid metabolism of malignant cells have been recently reported to be associated with resistance to conventional chemotherapies (reviewed in [62]). We performed an NMR-based analysis of the lipidome of the PTX-res cells that revealed several aberrations in lipid-associated pathways, compared to the parental cells, including cholesterol and fatty acid biosynthesis, glycerophospholipid and sphingolipid metabolism. Both our transcriptomics and lipidomics data highlighted cholesterol biosynthesis as the main upregulated pathway in the PTX-res cells. These findings prompted us to look more closely to the genes associated with this pathway and we focused on *MSMO1* that encodes for an intermediate enzyme in cholesterol biosynthesis [51]. We confirmed that *MSMO1* was overexpressed in the PTX-res cells compared to the parental cells, while a GEPIA search revealed that its expression was significantly increased in breast cancer tissues compared to normal. During the course of the present study, a different group performed extracellular vesicle long RNA-sequencing in plasma from breast cancer patients and found that exMSMO1 mRNA level was a predictive biomarker for neoadjuvant chemotherapy of breast cancer [7]. Moreover, the silencing of *MSMO1* could enhance the sensitivity of breast cancer cells to paclitaxel and doxorubicin, presumably via the mTORC1 signaling pathway [7]. Along the same lines, we also found that knock-down of *MSMO1* significantly decreased the resistance of the PTX-res cells to paclitaxel, strongly suggesting that it could be used as a new potential therapeutic target for treating chemoresistant TNBC. Our *omics* data suggest that *MSMO1* overexpression leads to increased FC levels in the PTX-res cells. FC is located mainly in the cell membrane and is considered a major lipid modulator of its properties; due to the steroid ring system, increased levels of membrane cholesterol lead to decreased fluidity and increased rigidity. Cell membrane rigidity and permeability are strong determinants for the uptake and efficacy of chemotherapeutic agents and changes in these properties could contribute to cancer cells’ chemoresistance. Indeed, studies have shown that cells with higher membrane FC content tend to exhibit greater chemotherapy resistance compared to those with lower FC [61]. Consequently, our data are in agreement with an important role for high cholesterol levels in chemoresistance and suggest that *MSMO1* may be targeted to reduce the metabolite’s levels and improve response to chemotherapy. Future studies should aim to confirm a direct link between *MSMO1* overexpression, increased cholesterol levels and paclitaxel resistance.

Our results also demonstrated significant enrichment of the PTX-res cells with GPLs and SM, all of them being major lipid components of the cell membrane. Increased levels of PC and PE also lead to decreased membrane fluidity, resulting in increased resistance to drug influx [63]. Lysophospholipids mediate chemoresistance mainly through plasma membrane-independent mechanisms. It has been demonstrated that LysoPC mediates chemoresistance by protecting tumor cells from DNA damaging agents [64]. Finally, SM induces an increase in resistance to chemotherapy by promoting trafficking of the efflux pump MDR1 to plasma membrane lipid rafts [65].

The fatty acid pattern of lipids also regulates the physicochemical properties of the cell membrane. The shift of fatty acids from an unsaturated toward a saturated state that is observed in the PTX-res cells may promote a less flexible and more rigid membrane with the outcomes described above. Apart from their structural role, saturated and unsaturated lipids differ dramatically in terms of their susceptibility to peroxidation. Lipid peroxidation can lead to a form of oxidative stress-related cell death [66]. As saturated lipids are less susceptible to lipid peroxidation, PTX-res cells may be protected from such a death.

In conclusion, we used RNA-seq and NMR-based approaches to thoroughly characterize the transcriptome and metabolome of a new TNBC cell line resistant to paclitaxel. As our data underlined significant changes in lipid metabolism in the resistant cells, we undertook a lipidomics analysis that painted a completely different lipid profile for these cells compared to the parental ones. To our knowledge, this is the first report that integrates transcriptomics, metabolomics and lipidomics analysis for TNBC cells resistant to paclitaxel. The generated data should be valuable in the design of new therapeutic approaches that target the metabolome of these cells. As proof of concept, we have provided preliminary data that the cholesterol biosynthetic pathway may constitute a metabolic vulnerability of these cells that can be modulated by targeting *MSMO1*, which leads to significantly reduced drug resistance.

## Figures and Tables

**Figure 1:**
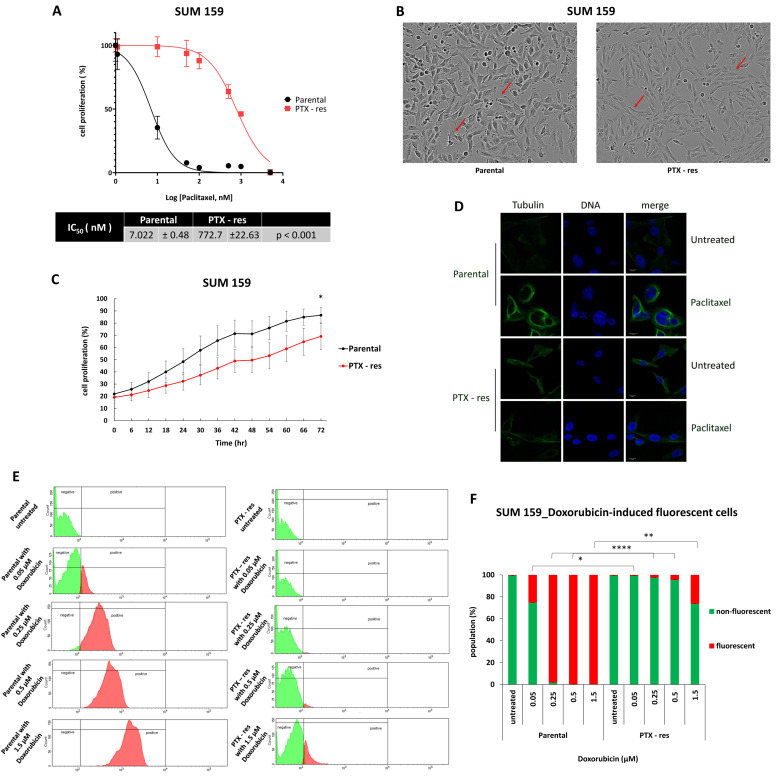
Establishment and characterization of SUM159 paclitaxel-resistant (PTX-res) cells. (**A**) The generated cell line (PTX-res) demonstrates > 100-fold resistance, compared to the parental cells, when treated with paclitaxel, as shown by their IC_50_ values. (**B**) The establishment of the drug-resistant phenotype in SUM159 cells is associated with alterations in cellular morphology. (**C**) Growth kinetics assay for SUM159 parental and PTX-res cells grown in culture for three days. (**D**) Immunofluorescence staining for SUM159 parental and PTX-res cells with an antibody against tubulin (green) or TORPO3 (blue). (**E**) FACS analysis in SUM159 parental and PTX-res cells for intracellular uptake of doxorubicin (red fluorescence) after a 6-hour incubation with different drug concentrations. (**F**) Quantification of FACS analysis presented in (**E**). Error bars indicate the SEM of biological replicates (n = 3). *: *p* < 0.05, **: *p* < 0.01, ****: *p* < 0.0001.

**Figure 2:**
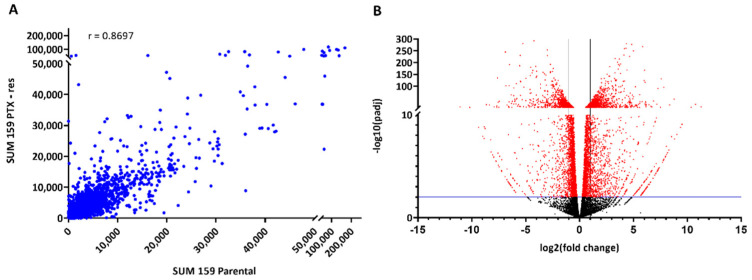
Transcriptomic analysis of SUM159 parental and PTX-res cells. (**A**) Scatter plot for the expression levels of the 27,967 genes analyzed by RNA-seq (presented as average number of reads). (**B**) Volcano plot (*p*-value vs. log2fold change of gene expression) of the 27,967 genes that were analyzed. Differentially expressed genes (DEGs) between parental and resistant cells are depicted in red, while the blue line indicates the cut-off of statistical significance (*p*-adjust value < 0.01). r: Pearson correlation coefficient.

**Figure 3:**
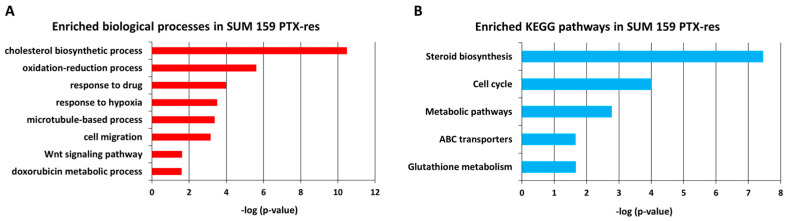
Gene Ontology (GO) analysis of SUM159 paclitaxel-resistant (PTX-res) cells (**A**). The most significantly enriched biological processes for the upregulated DEGs resulting from David analysis. (**B**) The most significantly enriched KEGG pathways for the upregulated DEGs resulting from David analysis.

**Figure 4:**
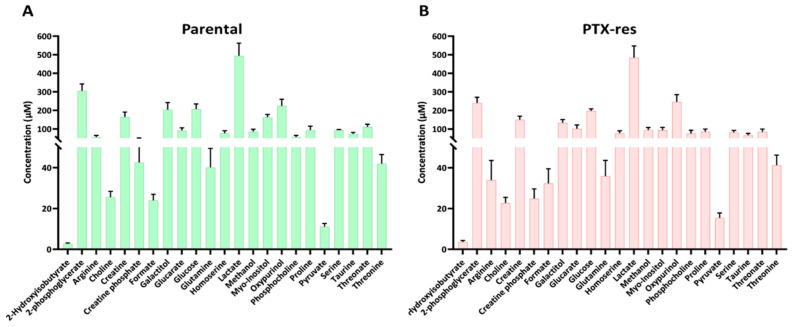
Quantification of metabolites extracted from the SUM159 parental and PTX-res cells. Extraction of metabolites using a two-phase process and metabolite quantification using the Chenomx software were conducted. Twenty-three metabolites were detected in both cell lines with high confidence. (**A**) The concentrations of the 23 metabolites in parental cells ranged from 28 ± 0.38 to 495 ± 67 μM. (**B**) The concentrations of the 23 metabolites in the PTX-res cells ranged from 3.6 ± 0.78 to 485 ± 63 μM. Error bars indicate the SEM of biological replicates (n = 6).

**Figure 5:**
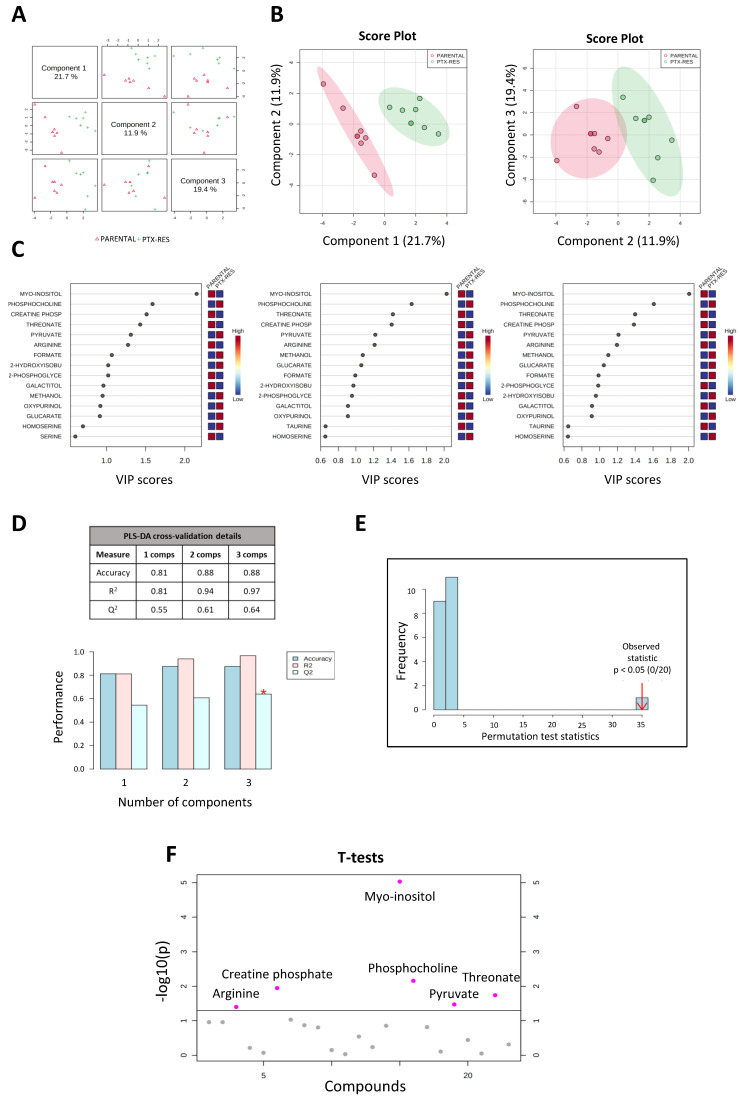
Partial Least Squares-Discriminate Analysis (PLS-DA) using MetaboAnalyst for SUM159 parental and PTX-res cells. (**A**) Pairwise score plot for the top three components. (**B**) Two-dimensional score plots for components 1 and 2 (left) and for components 1 and 3 (right), clearly showing the separation for the overall metabolic profiles of the two cell lines. (**C**) The 15 most important metabolites for group separation ranked by the variable importance in projection (VIP) score for each of the three components. The colored boxes indicate the relative concentrations of the corresponding metabolite in each group under study, with red indicating high and blue indicating low concentrations. Myo-inositol exhibits the highest VIP score. (**D**) A 10-fold cross-validation (10-fold CV) with Q^2^ as measure performance for the estimation of the predictive ability of the model. The R^2^ and Q^2^ values are presented in the table. (**E**) Permutation test showing a *p*-value < 0.05 for further validation of the model. The number of permutations was set at 20. (**F**) *t*-test using a *p*-value threshold of 0.05 was used for finding the statistically significant metabolites, with myo-inositol being the most significant one. * *p* < 0.05.

**Figure 6:**
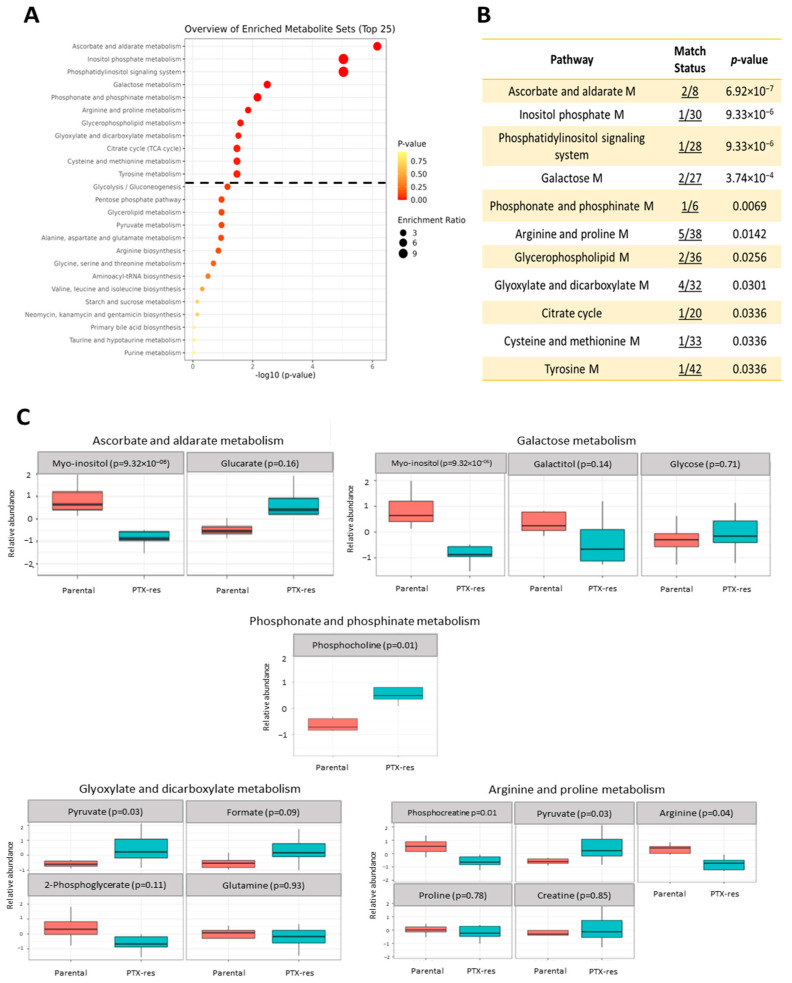
Metabolite enrichment analysis using MetaboAnalyst. (**A**) Quantitative enrichment analysis overview of the enriched metabolite sets derived from the quantified metabolites of parental and PTX-res cells based on the KEGG pathways library. The dashed line represents the cut-off for the significantly enriched metabolite sets in the PTX-res cells (*p* < 0.05 and FDR < 0.1). (**B**) Table that summarizes the KEGG metabolism-related pathways that were found enriched in the PTX-res cells. Match status indicates the number of metabolites found in our data vs. the number of metabolites in the library related to a specific pathway. (**C**) Concentration levels of the metabolites associated with the pathways presented in (**B**) in parental and PTX-res cells (M; metabolism).

**Figure 7:**
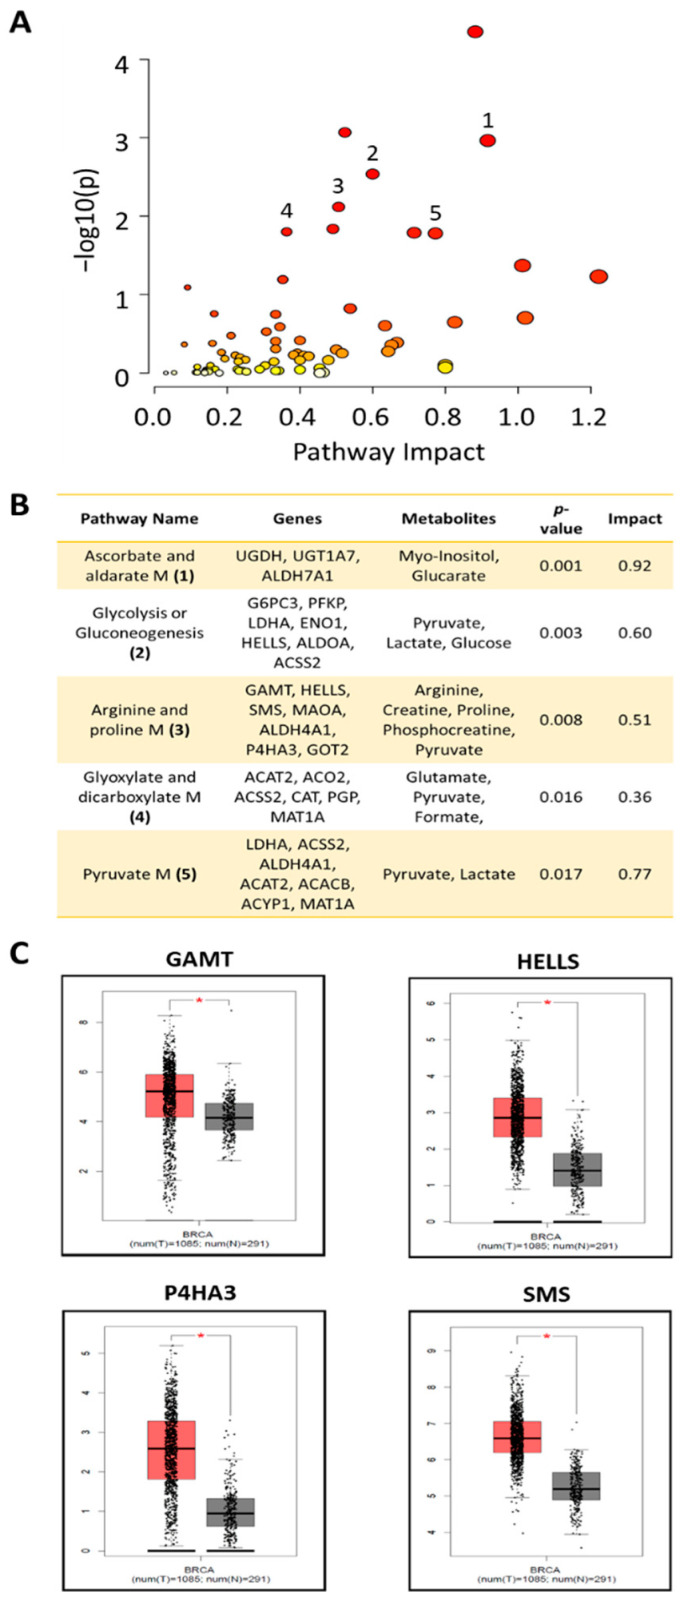
Joint-Pathway Analysis using MetaboAnalyst. (**A**) Overview of the matched pathways according to the *p*-values resulted from joint-pathway analysis of the upregulated DEGs and quantified metabolites. Dots illustrate all the pathways that were found enriched represented by upregulated DEGs and/or quantified metabolites. (**B**) The statistically significant enriched pathways (*p* < 0.05) represented by both upregulated DEGs and metabolites. Numbers indicated the respective dots in (**A**). Upregulated DEGs and quantified metabolites matching with each pathway are presented. (**C**) Genes associated with the “Arginine and proline M” and found statistically significant different between breast cancer tumors and normal samples in GEPIA database. M; metabolism/metabolites, G; genes. * *p* < 0.05.

**Figure 8:**
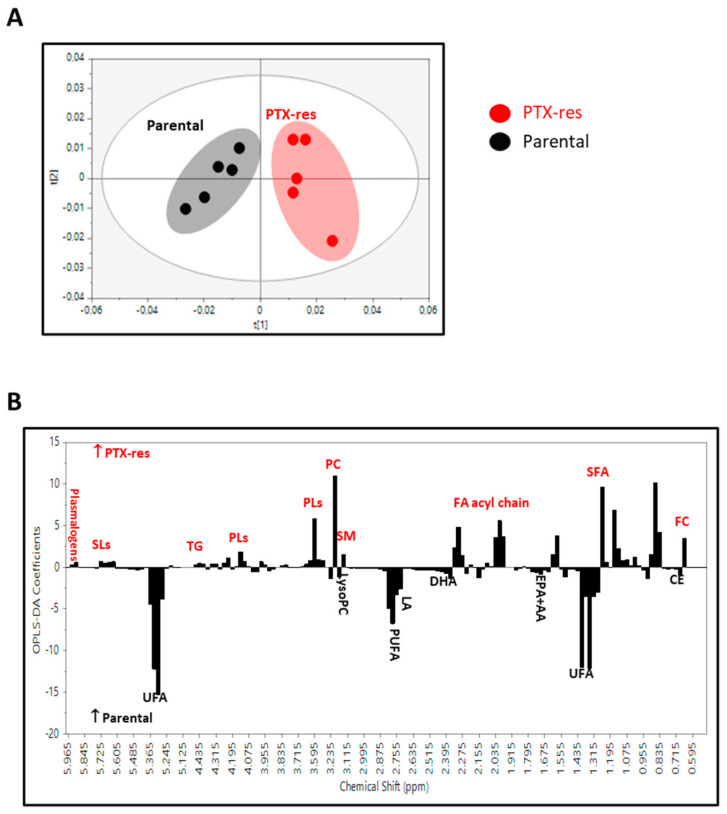
OPLS-DA score plot of the lipidomic data from (**A**) SUM159 PTX-res cells (red circles) and SUM159 parental cells (black circles); (**B**) the corresponding regression coefficient plot colored according to the correlation between the NMR lipidomic data and the group studied.

**Figure 9:**
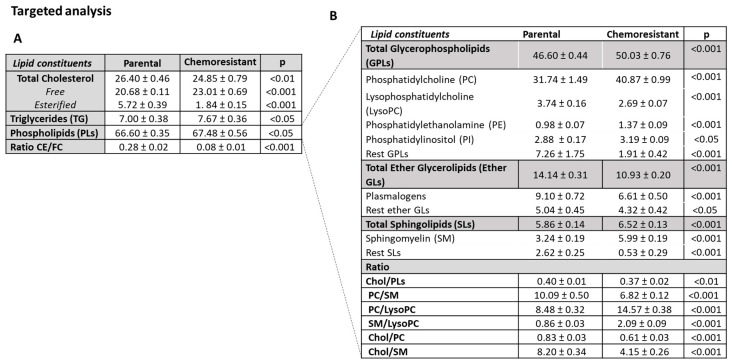
NMR-based compositional characteristics of (**A**) the major cellular membrane lipid classes and (**B**) phospholipids in PTX-res cells and parental cells. Values are expressed in percentages of total lipids (mol/100 mol of Total Lipid Content) and are means ± SD. Abbreviations: CE, Cholesterol Esters; DHA, Docosahexaenoic acid; EPA + AA, Eicosapentaenoic and Arachidonic acid; FA acyl chain, Fatty acid acyl chain, FC, Free cholesterol; LA, Linoleic acid; LysoPC, Lysophosphatidylcholine; PC, Phosphatidylcholine; PLs, Phospholipids; PUFA, Polyunsaturated fatty acids; SFA, Saturated fatty acids; SLs, Sphingolipids; SM, Sphingomyelin; TG, Triglycerides; UFA, Unsaturated fatty acids.

**Figure 10:**
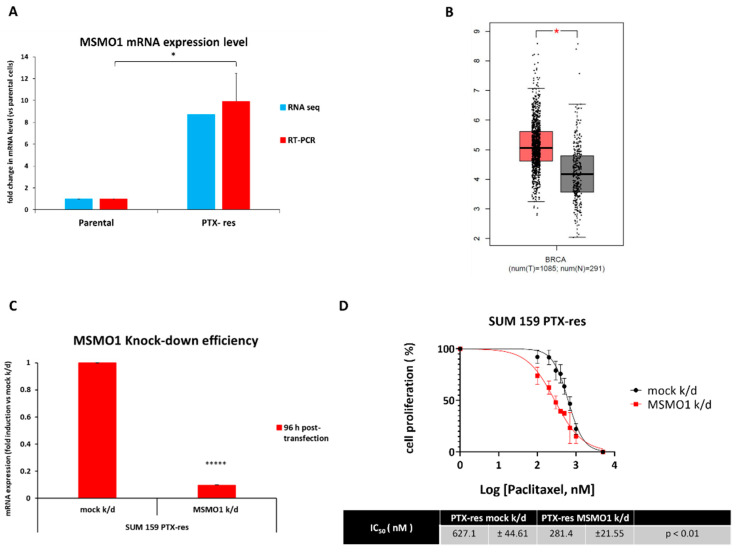
*MSMO1* is overexpressed and mediates paclitaxel resistance in SUM159 PTX-res cells. (**A**) *MSMO1* mRNA levels in SUM159 parental and PTX-res cells as determined by RNA-seq and RT-qPCR. (**B**) Box plot shows that *MSMO1* is overexpressed in breast tumors vs. normal tissue (data from GEPIA). (**C**) RT-PCR for *MSMO1* mRNA levels in SUM159 PTX-res cells after knock-down. (**D**) SUM159 PTX-res cells were knocked-down for *MSMO1* and then treated with different concentrations of paclitaxel. Cell confluency was measured using the Incucyte Zoom live-cell analysis system. The paclitaxel IC_50_ values of SUM159 PTX-res mock and SUM159 PTX-res *MSMO1* knock-down cells were calculated using Graphpad Prism version 8.01. Data from three independent experiments performed in triplicate are shown. Error bars represent the SEM of biological replicates. *: *p* < 0.05, *****: *p* < 0.00001.

**Table 1:** Fatty acid profile of the lipid extracts from PTX-res and parental cells. Values are expressed in percentages of total lipids (mol/100 mol of Total Fatty Acids) and are means ± SD.

	Parental	Chemoresistant	*p*-value
% Saturated	52.95 ± 0.60	55.69 ± 0.60	<0.05
% Unsaturated	47.05 ± 0.60	44.31 ± 2.17	<0.05
% Monounsaturated	4.19 ± 0.38	4.86 ± 0.51	NS
% Polyunsaturated	42.87 ± 0.80	39.45 ± 2.05	<0.05
Linoleic Acid Eicosapentaenoic + Arachidonic Acid Docosahexaenoic Acid	4.72 ± 0.11 15.58 ± 0.25 2.76 ± 0.06	3.93 ± 0.21 13.51 ± 1.14 2.29 ± 0.10	<0.001 <0.05 <0.001
**Ratio**			
Saturated/Unsaturated	1.13 ± 0.03	1.26 ± 0.11	NS
Saturated/Polyunsaturated	1.24 ± 0.04	1.42 ± 0.13	<0.05

## Data Availability

All raw and processed data RNA-seq files have been submitted to GEO (accession number GSE206242).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11172719/s1, Figure S1: PTX-res cell line presents cross-resistance to Doxorubicin; Figure S2: bar graph showing the significantly different metabolites quantified from SUM 159 parental and PTX-res cells. Figure S3: Metabolite enrichment analysis using MetaboAnalyst; Figure S4: typical 1H NMR 500 MHz spectra of lipid extracts from SUM159 PTX-res cells and SUM159 parental cells; Figure S5: schematic representation of the cholesterol biosynthesis pathway; Table S1: the 3184 differentially expressed genes (DEGs) between SUM159 parental and PTX-resistant cells identified by RNA-sequencing.

# Supplementary material for: Omics Analysis of Chemoresistant Triple Negative Breast Cancer Cells Reveals Novel Metabolic Vulnerabilities
**Source:** Cells. 2022 Aug 31;11(17):2719. doi: 10.3390/cells11172719
**Supplement:** Supplementary file 1

## Supplementary Materials

### Omics analysis of chemoresistant triple negative breast cancer cells reveals novel metabolic vulnerabilities

Dimitris Kordias<sup>1,2</sup>, Christina Kostara<sup>2#</sup>, Styliani Papadaki<sup>2#</sup>, John Verigos<sup>1§</sup>, Eleni Bairaktari<sup>2</sup> and Angeliki Magklara<sup>1,2,3\*</sup>

**Supplementary Figure S1. PTX-res cell line presents cross-resistance to Doxorubicin.** SUM 159 PTX-res cells treated with Doxorubicin demonstrated an increased resistance to this drug. Cell confluency was measured using the Incucyte Zoom live cell analysis system. The Doxorubicin IC<sub>50</sub> values of SUM 159 parental and SUM 159 PTX-res cells, were calculated using Graphpad Prism version 8.01. Data from three independent experiments performed in triplicate are shown. Error bars represent the SEM of biological replicates (n = 3).: \*\*\*: p < 0.001.

**Supplementary Figure S2. Bar graph showing the statistically significantly different metabolites quantified from SUM159 parental and PTX-res cells.** Extraction of metabolites using a two-phase process and metabolite quantification using the Chenomx software were conducted. Arginine, creatine phosphate, myo-inositol and phosphocholine were significantly different between the two cell lines. Error bars indicate the SEM of biological replicates (n = 6).

**Supplementary Figure S3. Metabolite enrichment analysis using MetaboAnalyst.** **A.** Quantitative enrichment analysis overview of the enriched metabolite sets derived from the quantified metabolites of parental and PTX-res cells based on the SMPDB library. The dashed line represents the cut-off for the significantly enriched metabolite sets in the PTX-res cells (p<0.05 and FDR<0.1). **B.** Table that summarizes the pathways that were found enriched in the PTX-res cells. Match status indicates the number of metabolites found in our data vs. the number of metabolites in the library related to a specific pathway. M; metabolism, B; biosynthesis

**Supplementary Figure S4. Typical <sup>1</sup>H NMR 500 MHz spectra of lipid extracts from SUM159 PTX-res cells and SUM159 parental cells.** The spectral region containing the signal attributed to residual water was excluded. Lipids presented in relatively higher levels in cells' membrane deflect upwards (↑ for PTX-res and ↑ for parental) and in relatively lower levels downwards (↓ for PTX-res and ↓ for parental). Abbreviations: CE, Cholesterol esters; DAGPLs, Diacylglycerophospholipids; DHA,

Docosahexaenoic acid; **EPA+AA**, The sum of Eicosapentaenoic + Arachidonic Acid; **Ether GPLs**, Ether Glycerolipids; **FA**, Fatty Acids; **FC**, Free Cholesterol; **LA**, Linoleic acid; **LysoPC**, Lysophosphatidylcholine; **MeOD**, Deuterated Methanol solvent; **PL**, Phospholipids; **PC**, Phosphatidylcholine; **PE**, Phosphatidylethanolamine; **PUFA**, Polyunsaturated fatty acids; **SFA**, Saturated fatty acids; **SLs**, Sphingolipids; **SM**, Sphingomyelin; **TC**, Total Cholesterol; **TG**, Triglycerides; **UFA**. Unsaturated fatty acids \*: Unknown.

**Supplementary Figure S5. Schematic representation of the cholesterol biosynthesis pathway.** The two arms of cholesterol biosynthesis pathway (Bloch and Kandutsch-Russell) are presented. Red shapes represent the metabolites of cholesterol biosynthesis pathway. Dashed arrows indicate multiple steps for metabolite production, while the enzymes catalyzing the steps are also presented. *MSMO1* is shown in blue.

**Table S1. The 3,184 differentially expressed genes (DEGs) between SUM159 parental and PTX resistant cells identified by RNA-sequencing.** The transcriptomes of parental and resistant cells were compared using the R package DESEQ2 and DEGs were identified by setting a 2-fold-change and a  $p\text{-adj} \leq 0.01$  as cut-off values.

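Each row of Supplementary Table S1 gives the reads of a gene in the 4 libraries, its fold change and its p-values. The copy used here holds 1801 upregulated and 1382 downregulated genes, and the reads of all 3183 equal the deposited counts. The lowest mean of the cell line with the higher mean was 10.5 reads. The paper's counts are 1802 upregulated and 1382 downregulated genes, as in the authors' deposited table. Of the upregulated genes of the authors' deposited table, 1786 were also upregulated by edgeR's quasi-likelihood test at the same cut-offs, and of its downregulated genes 1333 were also downregulated. Of the remaining calls, 637 were made only by edgeR and 65 only in the authors' deposited table, and 0 genes were called with opposite signs. In the authors' deposited table, 603 of the 637 genes had an adjusted p-value at or above the cut-off or none.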

Figure S1.

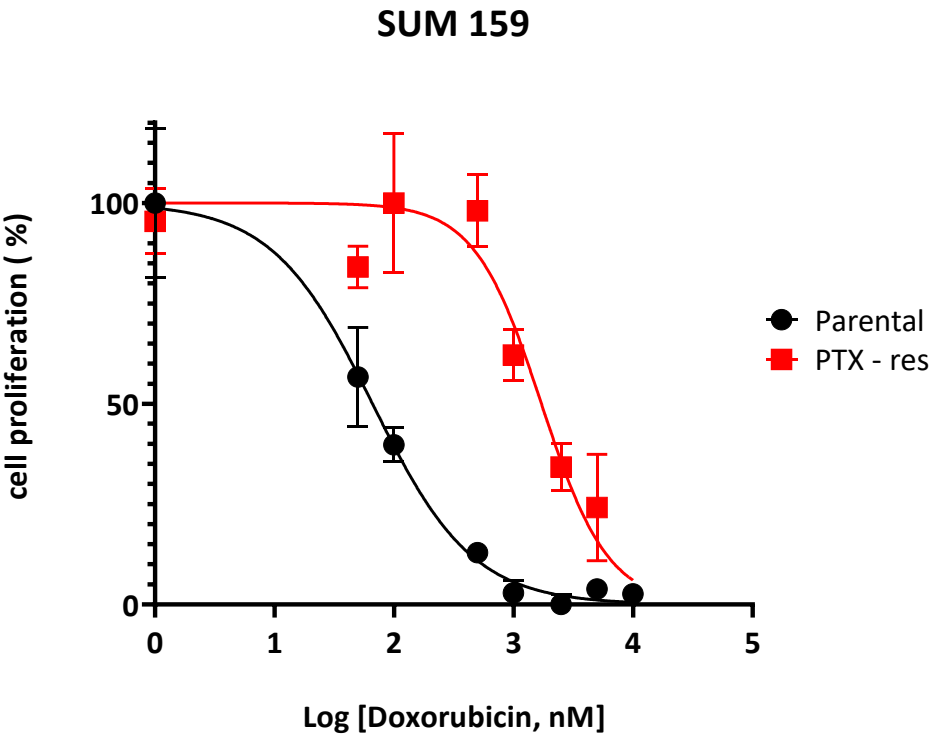

| IC <sub>50</sub> ( nM ) | Parental |        | PTX Resistant |        | p < 0.001 |
|-------------------------|----------|--------|---------------|--------|-----------|
|                         | 66.06    | ± 7.78 | 1711          | ±37.12 |           |

Figure S2.

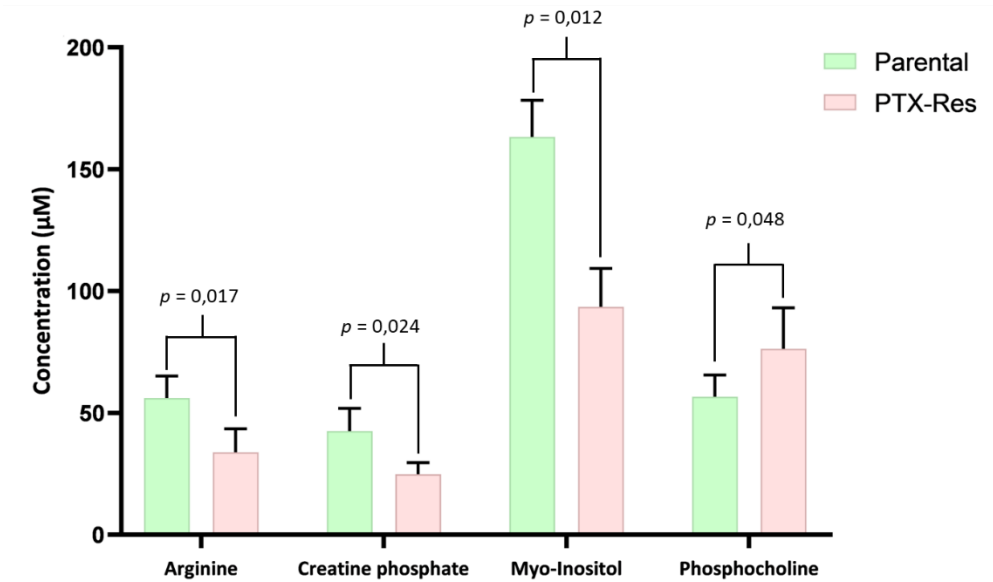

Figure S3.

A

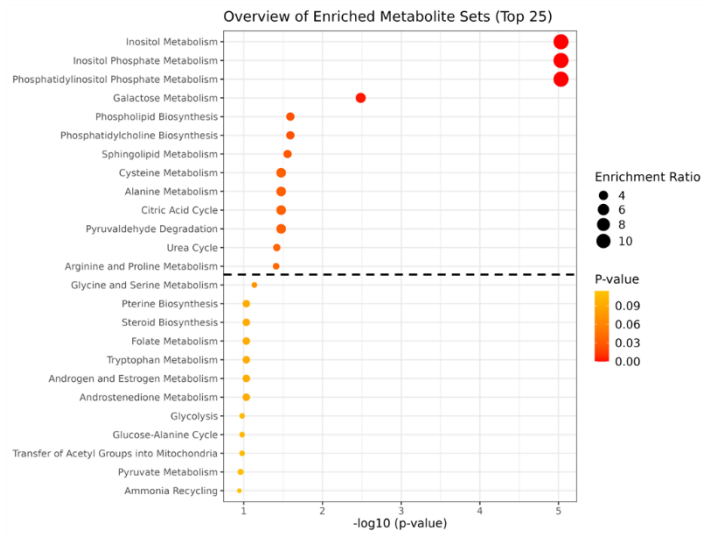

B

| Pathway                               | Match Status | p       |
|---------------------------------------|--------------|---------|
| Inositol M                            | <u>1/33</u>  | 6.33E-6 |
| Inositol phosphate M                  | <u>1/26</u>  | 9.33E-6 |
| Phosphatidylinositol signaling system | <u>1/17</u>  | 9.33E-6 |
| Galactose M                           | <u>3/38</u>  | 0.003   |
| Phospholipid B                        | <u>2/29</u>  | 0.026   |
| Phosphatidylcholine B                 | <u>2/14</u>  | 0.026   |
| Sphingolipid M                        | <u>2/40</u>  | 0.028   |
| Cysteine M                            | <u>1/26</u>  | 0.034   |
| Alanine M                             | <u>1/17</u>  | 0.034   |
| Citric acid cycle                     | <u>1/32</u>  | 0.034   |
| Pyruvaldehyde Degradation             | <u>1/10</u>  | 0.034   |
| Urea Cycle                            | <u>3/29</u>  | 0.038   |
| Arginine and Proline M                | <u>4/53</u>  | 0.039   |

Figure S4.

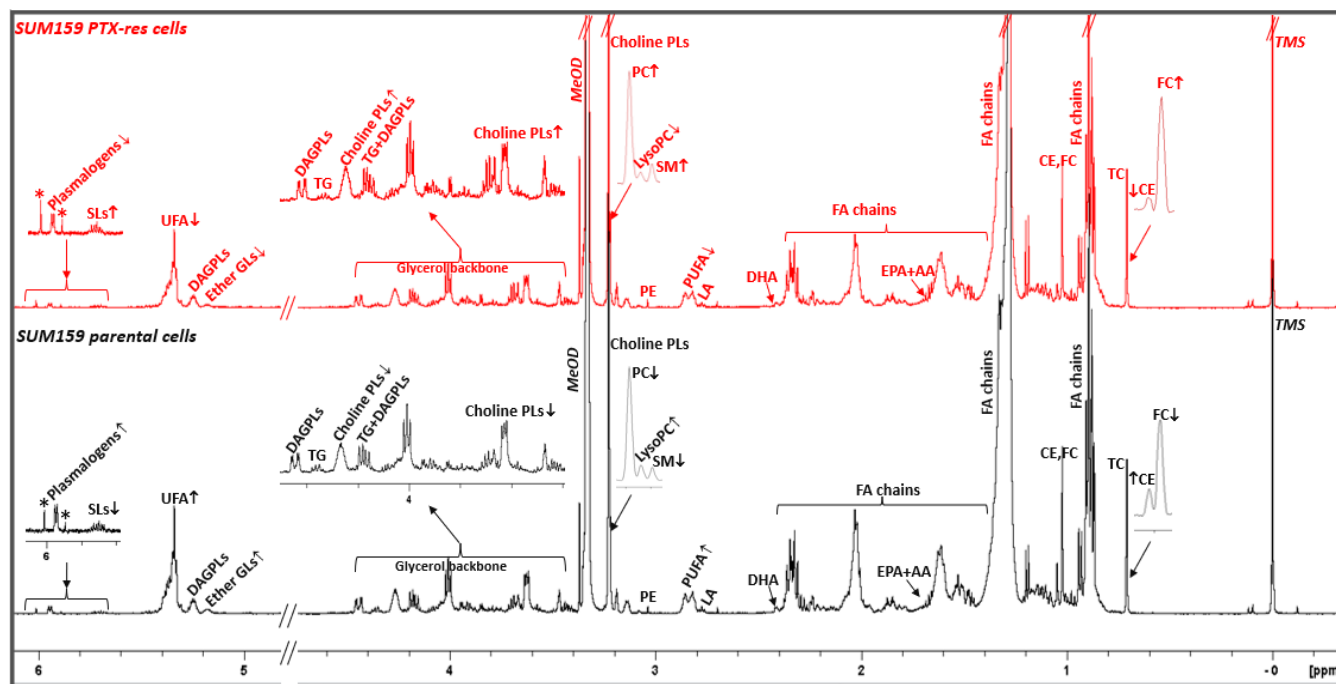

Figure S5.

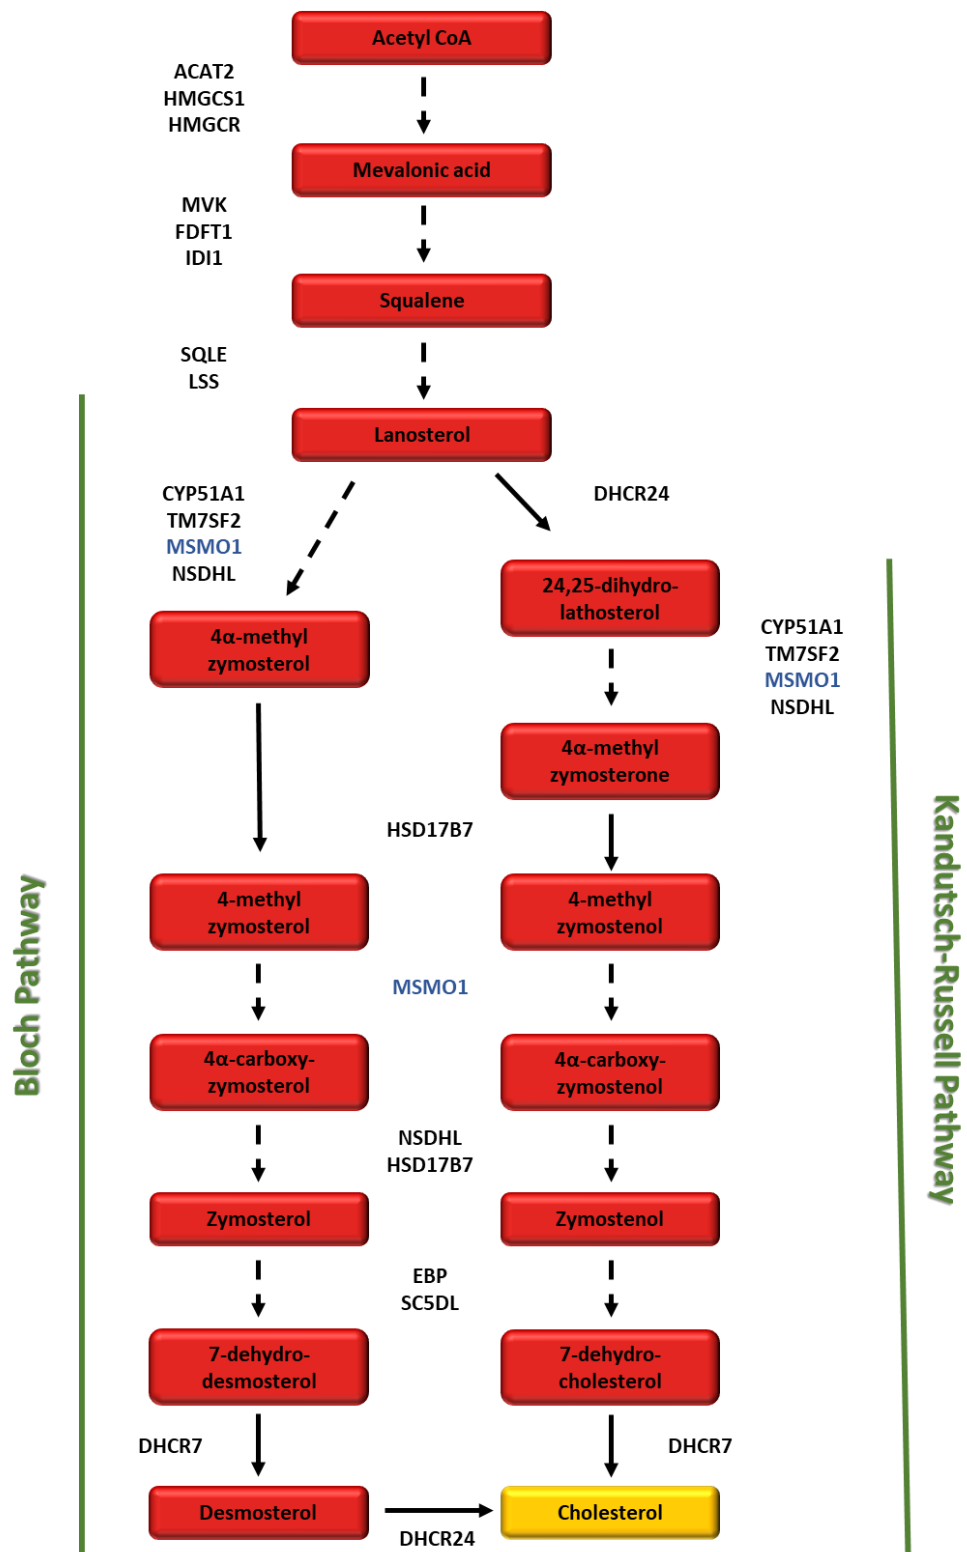

## Tables

**Table S1.** See the excel file entitled “**Suppl. Table S1**”

How the deposited data were processed for this re-analysis (not part of the article)

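RNA-seq was analysed from 4 libraries: 2 biologically independent replicates of SUM159 parental cells and 2 of the PTX-res cells derived from them. The PTX-res cells had gone through 25 cycles of paclitaxel treatment at 0.005 to 1 μM. The authors deposited 1 table of read counts per library, made by aligning the reads and counting them on gene symbols, without normalization. The authors also deposited a table of DESeq2 results, with log2 fold changes, p-values and adjusted p-values computed by the authors from the same counts. In that table the log2 fold changes of 1 or more in size had lost their decimal mark, so they were used only for their sign and for whether they reached 1. The paper, its supplement and the sample labels do not name the genome build, the aligner or the counting program, and do not state whether reads were counted by strand. Values of genes that overlap on opposite strands and of close paralogs are therefore uncertain. The supplementary table of DEGs was used for its fold changes and counts, and the copy used here is 1 upregulated gene shorter than the number in the text. That gene and a few others are not reported here.

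The tables list 27967 gene symbols and 5 totals of reads assigned to no gene. These totals stayed out of library sizes and tests. Reads on genes made up 68.8%, 67.5%, 70.5% and 69.5% of the totals in parental replicates 1 and 2 and PTX-res replicates 1 and 2, and reads without a unique alignment 18.0%, 17.0%, 15.6% and 15.2%. The 4 libraries had reads on 17305, 16937, 18677 and 18102 genes. The 10 most abundant genes held between 4.31% and 4.98% of the reads on genes. With at most 3 reads in every library of a cell line, a gene was treated as at the limit of detection. Its fold change is then given only as a bound, computed with 3 reads in that cell line. Bounds cover counting error only.

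Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by cell line, quasi-likelihood F test with Benjamini-Hochberg adjustment). The common dispersion was 0.00497. Genes were called at an adjusted p-value below 0.01, a log2 fold change of at least 1 in size and a mean above 10 reads in the cell line with the higher mean, and 13846 of the 13859 tested genes met the last condition. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM used the TMM library sizes, and log2 CPM a prior count of 2. DESeq2 1.42.0 was run as an alternative with the same cut-offs. The replicate number was not used as a pairing, since the numbers are only shared between the cell lines. The deviations of libraries with the same number had a correlation of 0.00685 across genes.

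Gene lists were fixed before the data were examined. They hold the genes of Supplementary Figure S5, the genes named in the text, and the 5 lists of Figure 7B. Further lists hold ABC transporters, tubulins, Wnt ligands and receptors, glutathione enzymes, and aldo-keto and carbonyl reductases, taken by symbol. S phase and G2/M phase genes are those shipped with Seurat. Hypoxia, mesenchymal and epithelial markers, genes of sterol uptake, export and storage, other mevalonate enzymes, and genes of myo-inositol, phosphocholine, creatine, sphingomyelin, fatty acid desaturation and plasmalogens were written by hand. Each of the 27 lists was tested with a one-sided Fisher's exact test of the called genes, and with camera and fry from limma 3.58.1. Camera was run with a preset correlation of 0.01 and with an estimated correlation. The p-values were adjusted over the 27 lists, at a level of 0.05. This adjustment includes the lists that the study chose with these libraries in view. Most of these had small p-values, which lowers the adjusted p of the other lists. Single genes are named where the paper names them, where they have the largest change of a list, and where they are among the 5 highest or 5 lowest fold changes. Genes named for any other reason should be read as chosen after their values were seen, also where this is not said. Examples are *KRT8*, *KRT19*, *SEMA3A*, *KIAA1324L*, *DMTF1*, *CXCL8* and *EREG*. GO and KEGG annotation was not used here.

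Positions, transcript lengths and GC content come from GENCODE release 29 for GRCh38, matched by symbol. Of the listed genes, 25724 were matched by symbol, 45 by an older symbol, and 2198 were not placed. The running median of the log2 fold change over 10 neighbouring genes was taken along each chromosome over 13472 placed and tested genes. Its limits (2.48 and -1.72) came from 1000 random gene orders at a level of 0.05. Medians of whole chromosomes were compared with 10000 random gene lists matched over 20 expression bins, with seed 1. Trends along GC content or transcript length were removed per library with a spline of 5 degrees of freedom. Figures were drawn with matplotlib 3.10.9.

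The methods were tested on simulated data. Of 200 genes changed in simulated counts, edgeR called 100% with the right sign, with a median absolute error of 0.0786 in log2 fold change, and called 1 of 13485 unchanged genes. DESeq2 called 99.5% of the changed genes and 0 of 16846 unchanged genes. These shares hold only for the changes simulated, whose sizes and read levels are not given here. The shares are no measure of recovery for genes with few reads or with fold changes near the cut-off. The simulated changes were also far fewer than the 3756 DEGs of the data. The scan along chromosomes found 1 region where 1 had been simulated. Camera called a simulated list of 20 shifted genes and did not call a list of 20 unshifted genes. A trend along GC content put into 1 library gave a Spearman's rho of 0.768, which fell to 0.0365 once the trend was removed.

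Alternatives tried for the fold changes and the numbers of DEGs were DESeq2, RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library and the replicate number as a factor. An adjusted p-value below 0.05 and a test against a fold change of 2 (glmTreat) were tried only for the numbers of DEGs, in all and per list. Windows of 5 and 20 genes, other scales for the correlation of the cell lines, and leaving out each library in turn were also tried. Without 1 library a cell line has a single library, so only fold changes were computed. Removal of the trends along GC content and transcript length was added after the libraries had been seen to differ along GC content. The metabolomics, lipidomics, proliferation and imaging data of the paper were not analysed here.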

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

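Of the tests in this part, those on GC content and on a few genes for all 5 chromosomes, on a gain of copies, on 1 amplified segment and on copy number alone were chosen only after the result was seen.

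Genes on chromosome 13 had a median log2 fold change of -1.03 in the PTX-res cells over 234 tested genes, and 85.9% of them were lower than in parental cells. The tested genes outside chromosomes 5, 13, 14, 20 and 22 had a median of -0.0596. Chromosomes were examined because the paper discusses expression by location only for 7q21, and 23 chromosomes were compared. Those with a median above 0.4 in size are described. Of 10000 random lists matched for expression, 0% had a median as low. With the trend along GC content removed the median was -1.03 (-1.03171), so GC content does not explain it. The upper quartile of the chromosome was -0.53, as compared with 0.50 for the other chromosomes, so a few strongly regulated genes do not explain it either. In 4 consecutive parts of equal gene number the medians were between -1.19 and -0.86. A loss of copies of chromosome 13 in the PTX-res line is a hypothesis consistent with these values, the highest of the 4 being -0.86. A loss of 1 of 2 copies would give a log2 fold change near -1, but DNA copy number was not measured in these data. With each parental library set against each PTX-res library, the median was between -1.09 and -0.97. Chromosome 13 held 1.74% of the tested genes with a position and 7.88% of the downregulated ones (118 genes).

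Genes on chromosomes 5, 14, 20 and 22 had median log2 fold changes of 0.48, 0.58, 0.52 and 0.46, over 650, 455, 366 and 341 tested genes. Between 74.6% and 76.5% of the genes of each were higher in PTX-res cells. With the trend along GC content removed, the lowest of the 4 medians was 0.34, so GC content does not account for the shift. The lower quartiles of the 4 chromosomes were at or above -0.0154, as compared with -0.56 for the other chromosomes, which argues against a few strongly regulated genes. The lowest median among the consecutive parts of these chromosomes, 4 of equal gene number in each, was 0.35. A gain of copies of these chromosomes in the PTX-res line is a hypothesis in line with this value of 0.35, and it was formed after the medians were seen. These chromosomes held 13.5% of the tested genes with a position and 23.5% of the upregulated ones (493 genes). Changes of about this size can move a gene of another cause over the fold change of 2. Chromosomes 16 and 3 had smaller shifts, with medians of 0.37 and -0.33.

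Between or next to the genes of 7q21 named in the paper, 3 further genes were upregulated that the paper does not name, with *STEAP4* just beyond the last named gene. *RUNDC3B* had a log2 fold change of 5.20 (standard error 0.173), *ADAM22* one of 4.37 (standard error 0.175), and *STEAP4* was at least 45.2-fold higher, with 0 reads in both parental libraries and 190 and 105 in the PTX-res libraries. *RUNDC3B* overlaps *ABCB1* on the opposite strand, so its reads may come from *ABCB1*. The number of further raised genes that overlap no named gene was 2, so reads of overlapping genes counted on their neighbours do not explain all of them. All 10 tested genes from *TP53TG1* to *STEAP4* were upregulated, over 982 kb. The ends of this stretch were set by the raised genes themselves, so the count of 10 is no test of one amplified segment of 7q21. Such a segment and a shared regulation of these genes cannot be told apart with counts of RNA. Of the 8 tested genes next to the stretch, *SEMA3A* was upregulated, and *KIAA1324L* and *DMTF1* were downregulated, with log2 fold changes of -1.62 and -1.35.

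The fold changes within the stretch were unequal. The gap between *ABCB1* and *ADAM22*, the highest and lowest genes with measurable expression, was 6.50 on the log2 scale (standard error 0.286). An equal gain of copies across the stretch would, on its own, raise all genes by the same fold, so it does not explain this gap. Copy number that differs along the stretch was not measured and stays open.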

How the results depend on the processing

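All alternatives in this part were listed before the data were examined, except the removal of trends along GC content and transcript length, which was chosen only after the result was seen.

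The numbers of DEGs (2212 up, 1544 down) moved most when genes were tested against a fold change of 2, to 1354 and 873. By construction this test asks for more than an estimate above the cut-off. The same test left 15 of the 23 genes of Figure 7B and 6 of the 10 upregulated ABC transporters. The replicate number as a factor gave 2201 and 1554 DEGs, RLE size factors 2213 and 1552, and library size alone 2190 and 1568. Without a filter on low counts there were 2256 and 1607, and with at least 10 counts in every library 1526 and 1190. An adjusted p-value below 0.05 gave 2269 and 1586. With the trend along GC content removed there were 2044 and 1754, and with the trend along transcript length removed 1998 and 1674. No DEG changed sign under any alternative.

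The median log2 fold change of all tested genes was 0.0034. It was 0.0467 by DESeq2, 0.121 without a filter, -0.0148 with at least 10 counts in every library, -0.0696 with the GC trend removed and -0.0723 with the length trend removed. With 1 library left out it was between -0.0180 and 0.00941. The first 3 of these test other genes, by construction, and the cause of the remaining shifts was not tested.

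The correlation of the cell lines (r = 0.870) was 0.971 on log2 CPM, 0.948 as Spearman's rho, 0.861 over the genes that passed the filter, and 0.882 without the 7 named genes of 7q21. With 1 library left out it was between 0.867 and 0.871.

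The log2 fold change of *MSMO1* (3.15) was between 2.92 and 3.32 with 1 library left out, and that of *ABCB1* (10.87) between 9.97 and 12.64. The latter depends on the 5 and 26 reads in the parental libraries. The median of the cholesterol genes (1.67) was between 1.64 and 1.80. *ABCB1* and *ABCB4* have no value where 10 counts were asked for in every library.

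The 6 regions of shifted expression became 1 with windows of 5 genes and 10 with windows of 20 genes. The cause was not tested, and only the region on chromosome 7 was found in each of the 5 alternatives.

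With the correlation estimated from the 4 libraries, camera called none of the lists. Its adjusted p was 0.153 for the cholesterol genes, 0.298 for ABC transporters, 0.307 for tubulins and 0.562 for Wnt ligands and receptors. It was 0.261 for aldo-keto and carbonyl reductases, 0.307 for hypoxia markers, 0.337 for S phase genes and 0.282 for G2/M phase genes. The named 7q21 genes, with a median log2 fold change of 6.19, were not called either (adjusted p = 0.153 by camera). The estimated correlation of the cholesterol genes was -0.0465, below the preset 0.01. A higher correlation is therefore not what raised camera's unadjusted p for them from 6.51e-18 to 0.0114. In this setting a missing call says little about a list. With the preset correlation, camera gave 0.278 for the Wnt list, which Fisher's exact test called. For glutathione enzymes, which Fisher's exact test did not call, camera with the preset correlation gave 0.0177 and fry 0.0100. Why the tests differ was not tested.

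Of 73 single genes followed, none changed sign. With the GC trend removed, 8 fell under a fold change of 2, with the length trend removed 4, and *CHKB* was no longer called by DESeq2 (adjusted p = 0.0165). The log2 fold change moved beyond its error for 28 genes without PTX-res replicate 1, 22 without PTX-res replicate 2, 12 without parental replicate 1 and 3 without parental replicate 2.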

Differences from the paper's values

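No test named in this part was chosen only after the result was seen. The alternatives compared with the paper's values were set before the data were examined.

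The paper's supplementary table gives *ACSS2* a log2 fold change of 1.51, and it was 1.54 here. DESeq2 (1.51), library size alone (1.53), no filter on low counts (1.52), and leaving out parental replicate 1, PTX-res replicate 1 or PTX-res replicate 2 (1.52 each) did not differ from it. RLE size factors, at least 10 counts in every library, the replicate number as a factor, and leaving out parental replicate 2 did.

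For *GOT2* the paper's value is 1.24 and the value here 1.26. Only DESeq2 reached 1.24, and all other alternatives differed. For *SPARC* the paper's value is 2.01 and the value here 2.04. DESeq2 and leaving out PTX-res replicate 1 gave 2.01, and the other alternatives differed. All 3 differences are in size only, and the direction and the call were the same. They are smaller than the standard errors of the values here, 0.101 for *ACSS2*, 0.0893 for *GOT2* and 0.0886 for *SPARC*. They are therefore no evidence of a real discrepancy with the paper.

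The paper counts 1802 upregulated and 1382 downregulated genes, and edgeR gave 2212 and 1544. DESeq2, the tool named in the paper, gave 1802 and 1381 from the same counts, and the 1802 and 1381 were all among the authors' calls. The r of the mean reads (0.870) and the fold change of *MSMO1* (8.88, as compared with the paper's 9) did not differ from the paper's values.

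In direction, the paper states that all genes of cholesterol biosynthesis except *SC5DL* had higher expression. Under its current symbol *SC5D*, this gene had a log2 fold change of 1.87 here, and the supplementary table gives it 1.85. The paper's own table thus lists it as upregulated. In ranking, *MSMO1* was 2nd of the 17 genes by fold change, below *HMGCS1*, and 12th by CPM in the PTX-res cells.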

Other observations

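The test of GC content among genes that do not differ between the cell lines was chosen only after the result was seen. The other tests in this part were chosen before.

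The log2 ratio of PTX-res replicate 1 over replicate 2 followed GC content also among the 6124 genes with a log2 fold change below 0.5 in size (Spearman's rho = -0.754). Its median was 0.208 for genes at or under the 10th percentile of GC content and -0.330 for genes at or above the 90th. Among genes of similar transcript length the relation stayed, with the weakest rho of 10 length bins at -0.538, so transcript length does not explain it. A GC content bias between these libraries is consistent with the value of -0.754. Its effect on the comparison of the cell lines was limited. With the GC trend removed, 92.8% of the calls stayed with the same sign, and with the length trend removed 92.2% stayed. The rho of the log2 fold change with GC content was 0.104. These correlations are across genes, which are not independent replicates.

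*ABCB1* had 26 reads in parental replicate 2 and 5 in parental replicate 1. If reads or cells of the PTX-res line had reached parental replicate 2, a share of 0.0938% of the *ABCB1* reads of PTX-res replicate 2 would account for the excess. Over 298 upregulated genes at or under 3 reads in parental replicate 1, outside chromosome 7, that share predicts 10.1 reads in addition to 334 of their own, and 490 were found. Their reads in parental replicate 1 were 420. Since the genes were picked for low counts in replicate 1, more reads in replicate 2 would be found without any mixing. Mixing and a difference between the replicates cannot be told apart with the 490 reads.

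The cholesterol genes kept a median log2 fold change of 1.65 with the GC trend removed, so GC content does not explain their rise. Of 6 sterol-responsive genes outside the list, chosen before the result was seen, 5 were upregulated. Among them were *INSIG1*, *STARD4*, *MVD* and *FDPS*, with log2 fold changes of 3.59, 2.10, 1.85 and 1.50. *MVD* and *FDPS* are themselves mevalonate enzymes, so they are less of an outside check than the others. This count of 5 is consistent with a shared sterol response, a hypothesis that the paper's data on cholesterol levels could test further. In the list of 17 genes of sterol uptake, export and storage, of which 14 were tested and ABC transporters make up 2, 5 were upregulated and 1 downregulated, with a median of 0.68. The list was called by camera with the preset correlation (adjusted p = 0.0215) and by fry (0.00608), and not by the one-sided Fisher's exact test (adjusted p = 0.0996). In the list of 4 other mevalonate enzymes, 2 were upregulated, with a median of 0.97. These are again *MVD* and *FDPS*, and *INSIG1* is also in the list of sterol uptake, export and storage, so these lists are not separate evidence. The list was called by fry (adjusted p = 0.0136), and not by camera with the preset correlation (0.0978) or Fisher's exact test (0.184).

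The paper reports slower growth of the PTX-res cells. The S phase and G2/M phase lists had medians of 0.63 and 1.29, so lower expression of cell cycle genes was not found. With the GC trend removed the medians were 0.61 and 1.20, and GC content does not explain the rise. *HELLS*, in the S phase list, is also named in Figure 7B.

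Of 11 mesenchymal markers, 3 were upregulated and 0 downregulated, with a median log2 fold change of 0.53, and 9 were higher. The list was called by fry (adjusted p = 0.00608), and not by camera with the preset correlation (0.0719) or the one-sided Fisher's exact test (0.323). Of 10 epithelial markers 5 were tested, of which 2 were upregulated and 2 downregulated, with a median of -0.55. No test called this list (adjusted p = 0.247 by Fisher's exact test, 0.629 by camera with the preset correlation and 0.112 by fry). *SPARC* rose most of the mesenchymal markers (log2 fold change 2.04), and *ESRP1* was at least 35.9-fold lower. *KRT8* rose (2.41) and *KRT19* fell (-3.38, standard error 0.584). *KRT19* had 96 and 17 reads in the parental and 10 and 1 in the PTX-res libraries, so the size of its fall is uncertain. The median above 0 for the mesenchymal list and below 0 for the epithelial list had been set as the sign of a mesenchymal shift. The rule was made stricter after the result was seen, since epithelial markers were called in both directions. A mesenchymal shift and separate regulation of these genes cannot be told apart with the median of 0.53.

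Lists for metabolites and lipids that the paper measured showed few calls. Of 6 tested myo-inositol genes 1 was upregulated (*SLC5A3*, median log2 fold change of the list 0.12), and *ISYNA1*, which the paper discusses, had a log2 fold change of -0.12. Of 7 tested phosphocholine genes 2 were upregulated (median 0.52), with *CHKB* at least 6.15-fold higher. *CHKB* had 2 and 3 reads in the parental and 14 and 22 in the PTX-res libraries, so this bound is uncertain. Of 3 tested creatine genes 1 was upregulated (*GAMT*, also in Figure 7B, median 0.67). Of 8 tested sphingomyelin genes 1 was upregulated and 1 downregulated (*SMPD3*, log2 fold change -1.99, median 0.37). Of 10 tested genes of fatty acid desaturation and elongation 0 were upregulated and 2 downregulated (*FADS3*, -1.53, median 0.35). Of 5 tested plasmalogen genes 1 was downregulated (*FAR2*, -1.06, median 0.0911). Camera called none of these lists. Fry called higher expression of the phosphocholine (adjusted p = 0.00633), sphingomyelin (0.0294) and desaturation lists (0.0269).

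Beside 7q21, the scan along chromosomes found higher expression on chromosome 5 (141150022 to 141237529, protocadherin beta genes) and chromosome 19 (50476400 to 51243860). It found lower expression at 2 places of chromosome 4 (73073376 to 75514764, with *CXCL8* and *EREG*, and 153307792 to 156971394, with *TLR2*) and on chromosome 13 (42040036 to 44989483). These were found in 2 or 3 of the 5 alternatives. Protocadherin beta genes are close paralogs, so their single values are uncertain.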
